# DHX9 sustains hematopoietic stem cell function in cooperation with H3 acetylation

**DOI:** 10.1016/j.stemcr.2026.102794

**Published:** 2026-02-05

**Authors:** Minhui Shi, Mengqing Gao, Huixin Luo, Chong Wang, Xueyang Hu, Yacen Xiong, Yan Chen, Xingxing Ren, Shu Zhu, Huaiping Zhu

**Keywords:** hematopoietic stem cells, DHX9, gene transcription, histone acetylation

## Abstract

Hematopoietic stem cells (HSCs) self-renew to sustain stem cell pools and differentiate into all types of blood cells, whose properties are tightly regulated by epigenetic and transcriptional networks. Here, we identified DHX9 as a critical regulator of HSC maintenance. *Dhx9* deletion caused bone marrow failure and impaired hematopoietic reconstitution in murine primary and secondary transplantation recipients due to loss of HSCs and defective self-renewal capacity. Further investigations revealed that *Dhx9* deficiency led to aberrant cell cycle entry, increased apoptosis, and elevated ROS, which compromise HSC function. Mechanistically, DHX9 interacts with CBP/p300 acetyltransferase and maintains H3 acetylation at hematopoietic gene promoters to facilitate transcription activation. Inhibition of CBP/p300 disrupted their expression, whereas the enhancement of H3K27ac levels partially rescued hematopoietic defects caused by *Dhx9* deficiency in both mouse models and human CD34^+^ cells. This study highlights DHX9 as a crucial factor linking epigenetic modifications with transcriptional programs in HSC biology.

## Highlights

• Deletion of *Dhx9* causes HSC loss and impairs hematopoietic reconstitution
• DHX9 promotes hematopoietic gene transcription by maintaining histone H3 acetylation
• Restoration of H3K27ac partially rescues DHX9-deficient mouse and human HSC function

## Introduction

Hematopoietic stem cells (HSCs) can renew themselves and differentiate into all lineages of blood cells throughout their lifetime (Boulais and Frenette, 2015). HSC function is tightly regulated by intrinsic mechanisms and extrinsic cues, which result in an intricate molecular state to balance self-renewal and differentiation (Mendelson and Frenette, 2014; Morrison and Scadden, 2014). Intrinsic factors involved in cellular metabolism, and epigenetic, or transcriptional regulation, have been reported to regulate HSC functions (Dzierzak and Bigas, 2018; Meng et al., 2023; Suda et al., 2011). Epigenetic mechanisms that dictate chromatin accessibility for transcription factors are crucial for cell fate decisions (Butler and Dent, 2013). Previous studies have shown that DNA methylation and histone modification dynamics, such as H3K27ac, H4K16ac, and H3K79me2, are required for HSC self-renewal and differentiation (Meng and Nerlov, 2025).

DEAH-box helicase 9 (DHX9), also known as RNA helicase A (RHA), a member of the DExD/H-box superfamily II of helicases, plays a central role in many cellular processes, including DNA replication, transcription, translation, RNA processing and transport, and maintenance of genomic stability (Ren et al., 2024). Global knockout of *Dhx9* is embryonic lethal in mice because of a differentiation defect in the embryonic ectoderm during gastrulation (Lee et al., 1998), and embryonic stem cells depleted of *Dhx9* are unable to differentiate (Leone et al., 2017), indicating that DHX9 is critical in early embryonic development. The RHA-1/L1TD1/LIN28 complex promotes the translation of the stem cell factor Oct4 by recruiting RHA-1 into the translation complex in human embryonic stem cells (hESCs) (Närvä et al., 2012), indicating a role for DHX9 in hESC renewal. These data indicate that DHX9 is essential during development. However, the role of DHX9 in HSC biology is unknown.

In this study, a critical role of DHX9 in HSC function was reported in mice with the conditional deletion of *Dhx9*. Deletion of *Dhx9* in hematopoietic cells led to hematopoietic failure of multilineage blood cells. Serial transplantation revealed that *Dhx9* deficiency resulted in impaired HSC reconstitution. We demonstrated that DHX9 promotes histone H3 acetylation at lysines 9 and 27 (K9, K27) at hematopoietic gene loci, possibly through interactions with CBP/p300. Genome-wide analysis via CUT&Tag revealed that H3K27ac signals at promoter regions of hematopoietic genes and regulators were decreased in *Dhx9* knockout cells, which is consistent with their decreased expression according to transcriptomic profiling. Notably, these genes also overlapped with the binding peaks of DHX9. Our data suggest that DHX9-mediated gene transcription occurs through H3 acetylation, serving as a mechanism for controlling HSC self-renewal.

## Results

### Genetic deletion of DEAH-box helicase 9 in hematopoietic cells leads to defective hematopoiesis

We first analyzed public datasets (GSE111085 and GSE16334) and found that *Dhx9* expression was markedly reduced in patients with myelodysplastic syndrome (MDS) and Fanconi anemia (FA). Consistently, clinical samples collected from patients with aplastic anemia (AA) also showed decreased DHX9 expression compared to those from healthy donors (Figures S1A–S1C), suggesting that DHX9 might be involved in the regulation of hematopoiesis. To explore the role of DHX9 in hematopoiesis, we generated mice with the specific deletion of *Dhx9* in hematopoietic cells (*Dhx9*^*f/f;Vav1*^) by crossing *Dhx9*^*f/f*^ (WT) (Ren et al., 2023) mice with Vav1-Cre mice (Figure S1D). We confirmed the effective deletion of DHX9 in splenocytes, thymocytes, and bone marrow (BM) cells in *Dhx9*^*f/f;Vav1*^ mice (Figures S1E and S1F).

The *Dhx9*^*f/f;Vav1*^ mice were undersized, accompanied by reduced thymus size and pale organ, and had a significantly shortened lifespan of approximately 2 weeks after birth (Figures 1A–1C and S1G). Complete blood count analysis showed significantly reduced white blood cells (WBCs), red blood cells (RBCs), hematocrit, and hemoglobin with an increased mean corpuscular volume (MCV). While there is no change in the levels of platelet (PLT) (Figure S1H). Reduced cellularity was observed in the spleen, thymus, and BM of *Dhx9*^*f/f;Vav1*^ mice (Figure 1D). Histological analysis further showed that *Dhx9*^*f/f;Vav1*^ mice had decreased BM cells, increased adipose infiltration in vertebrae (Figure 1E), and a disorganized structure of white and red pulp in the spleen (Figure 1F), suggesting defective hematopoiesis. We then examined the number of primitive hematopoietic stem and progenitor cells (HSPCs) in the BM of *Dhx9*^*f/f*^ mice and *Dhx9*^*f/f;Vav1*^ mice. Loss of *Dhx9* significantly reduced the absolute number of Lin^−^Sca-1^+^c-Kit^+^ (LSK) cells, Lin^−^Sca-1^−^c-Kit^+^ (LK) cells, long-term repopulating HSCs (LT-HSCs: Flk2^−^CD34^−^LSK), short-term repopulating HSCs (ST-HSCs: Flk2^−^CD34^+^LSK), multipotent progenitors (MPP: Flk2^+^CD34^+^LSK), and fate-committed progenitors, including granulocyte-macrophage progenitors (GMPs: CD16/32^+^CD34^+^LK), common myeloid progenitors (CMPs: CD16/32^+^CD34^−^LK), and megakaryocyte-erythroid progenitors (MEPs: CD16/32^−^CD34^−^LK) (Figures 1G and 1H). Together, these data suggest that DHX9 is required for multilineage development in murine hematopoiesis.

**Figure 1:**
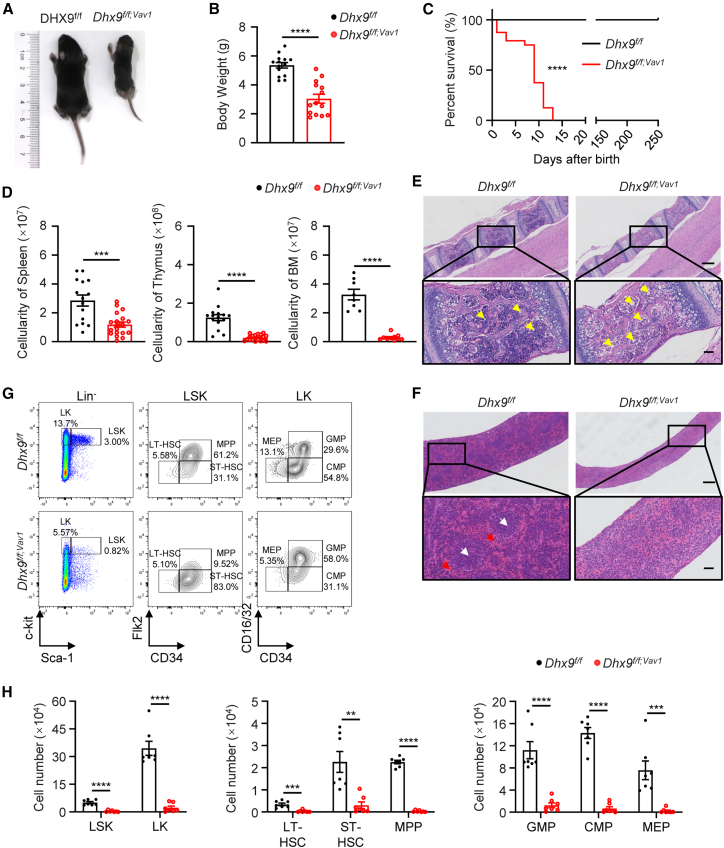
*Dhx9* deletion results in the lethality and depletion of hematopoietic stem cells (A) A representative image of 12-day-old *Dhx9*^*f/f*^ and *Dhx9*^*f/f;Vav1*^ mice. (B) Body weights of *Dhx9*^*f/f*^ and *Dhx9*^*f/f;Vav1*^ mice (*n* = 14). (C) Kaplan‒Meier survival curves of *Dhx9*^*f/f*^ and *Dhx9*^*f/f;Vav1*^ mice (*n* = 28). (D) Total nucleated cell (TNC) numbers in the spleen (left), thymus (middle), and in the femurs and two tibias (*n* ≥ 8). (E and F) Representative hematoxylin and eosin (HE)-stained vertebrae (E) and spleens (F) from *Dhx9*^*f/f*^ and *Dhx9*^*f/f;Vav1*^ mice. Scale bars, 250 μm (top) and 50 μm (bottom). Yellow arrows, adipocytes; red arrows, red pulp; white arrows, white pulp. (G) Representative fluorescence-activated cell sorting (FACS) analyses of LK cells, LSK cells, HSPCs, and lineage-restricted progenitors from *Dhx9*^*f/f*^ and *Dhx9*^*f/f;Vav1*^ mice. (H) Absolute numbers of different HSPC populations from *Dhx9*^*f/f*^ and *Dhx9*^*f/f;Vav1*^ mice (*n* = 7). All mice used in the experiments were 7–14 days old. The data are presented as the mean ± SEM. ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001; ^∗∗∗∗^*p* < 0.0001; statistical significance was determined using the log rank test for (C) and unpaired two-tailed Student’s *t* test for (B), (D) and (H). See also Figure S1.

### Knockout of DEAH-box helicase 9 impairs hematopoietic stem cell survival

To determine the role of DHX9 in adult hematopoiesis, we generated *Dhx9*^*f/f;MX1*^ (cKO) mice, in which Cre expression was induced by injecting polyinosine-polycytidylic acid [poly(I:C)], leading to the reduced expression of DHX9 in BM (Figures S2A and S2B). After poly(I:C) injection, *Dhx9*^*f/f;MX1*^ mice ultimately resulted in lethality and recapitulated the phenotype of *Dhx9*^*f/f;Vav1*^ mice, with reduced volume of thymus, pale kidneys and blood, and decreased BM cellularity (Figures S2C–S2E). Hematologic analysis further revealed similar alterations in both models, except that cKO mice showed a transient increase in PLT counts. A consecutive five-day assessment confirmed that PLT levels initially rose but subsequently returned to baseline, ultimately showing no significant difference from controls, consistent with the phenotype observed in *Dhx9*^*f/f;Vav1*^ mice (Figures S2F and S2G).

Flow cytometric analysis was conducted to further assess the impact of *Dhx9* deletion on HSPC homeostasis (Figure S2H). Consistent with previous findings, a marked reduction in multiple HSPC subsets was observed following poly(I:C) administration in *Dhx9*^*f/f;MX1*^ mice (Figure S2I). This decrease was further corroborated using an alternative gating strategy, which similarly revealed a significant decline in HSPC populations, including the HSC^SLAM^ population (CD150^+^CD48^−^LSK) and MPP^SLAM^ population (CD150^−^CD48^−^LSK) (Figure S2J), indicating that *Dhx9* deletion leads to HSC exhaustion. Interestingly, the proportion of CD41^+^CD150^+^ cells within the LK population remained comparable (Figure S2K).

To characterize the role of DHX9 in HSPCs, we sorted Lin^-^c-Kit^+^ cells and performed a colony-forming unit (CFU) assay *in vitro*. *Dhx9*-deficient cells showed decreased number and size of multipotential colony-forming units (CFU-GEMM), granulocyte-macrophage colony-forming units (CFU-GM), and erythroid burst-forming units (BFU-E) (Figures 2A and 2B). We next assessed DNA damage, apoptosis, and cell cycle in WT and *Dhx9*-deficient HSPCs. γH2A.X levels, a marker of DNA damage, were strongly increased in cKO HSPCs (Figures 2C and 2D). In addition, a significant increase in the frequency of apoptotic cells in the total BM, suggested that *Dhx9* deletion resulted in elevated apoptosis in HSPCs (Figures 2E and 2F). Cell cycle analysis revealed an increased proportion of the S/G2/M phase in LT-HSCs, ST-HSCs and MPPs after *Dhx9* deletion (Figures 2G and 2H), indicating cell cycle entry of HSPCs, which could lead to the loss of quiescence and exhaustion of the HSPC pool. Given the pivotal role of low intracellular reactive oxygen species (ROS) levels in maintaining HSC quiescence (Hu et al., 2018; Singh et al., 2018), we assessed and found significantly increased ROS production in cKO mice (Figures 2I and 2J). These findings indicate that DHX9 is required for HSC survival and maintenance.

**Figure 2:**
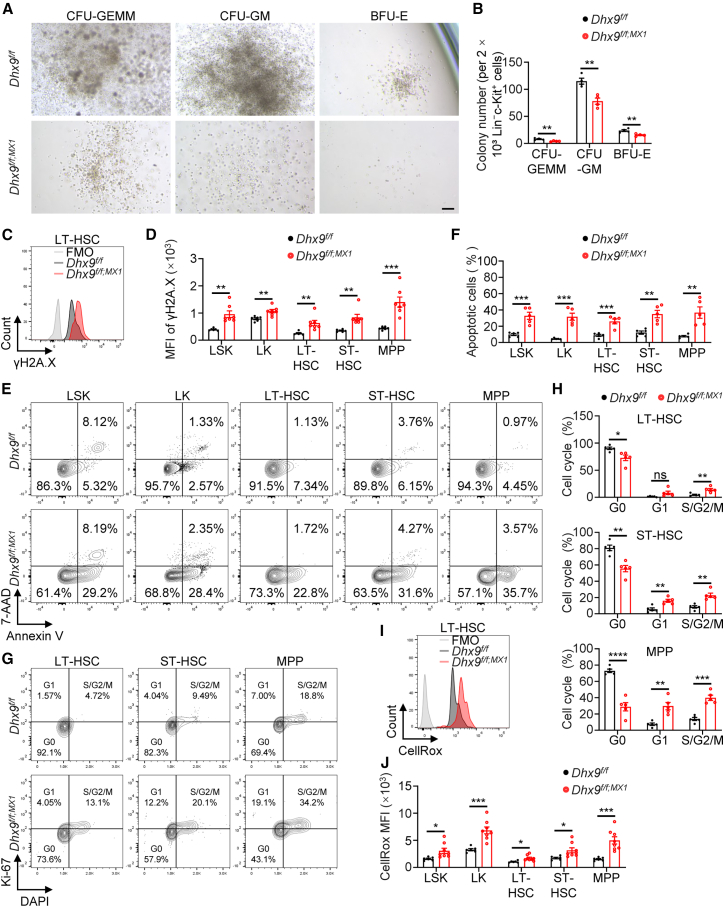
*Dhx9*-deficient HSCs have increased cycling and apoptosis (A) Representative images of CFU assays of Lin^-^c-Kit^+^ cells from WT and cKO mice. Scale bars, 100 μm. (B) Hematopoietic colonies were enumerated from methylcellulose cultures plated with 2 × 10^3^ Lin^-^c-Kit^+^ cells (*n* = 4). (C and D) Representative FACS analyses (C) and quantitation of γH2A.X mean fluorescence intensity (MFI) (D) in WT (*n* = 6) and cKO (*n* = 7) hematopoietic cells. (E–H) Representative FACS plots show apoptosis (E) and cell cycle (G) in HSPCs. The percentages of apoptotic HSPCs (annexin V^+^) (F) and HSPCs in the G0, G1, and S/G2/M phases (H) were quantified (*n* = 5). (I and J) ROS levels in WT (*n* = 6) and cKO (*n* = 8) HSPCs were determined via CellRox Green. All mice used in these experiments were analyzed seven days after the first poly(I:C) injection. The data are presented as the mean ± SEM. ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001; ^∗∗∗∗^*p* < 0.0001; ns, not statistically significant; unpaired two-tailed Student’s *t* test. See also Figure S2.

### DEAH-box helicase 9 is required for hematopoietic stem cell reconstitution and self-renewal *in vivo*

We next determined the role of DHX9 in HSC reconstitution *in vivo*. Since homozygous knockout of *Dhx9* (*Dhx9*^*f/f;Vav1*^ or *Dhx9*^*f/f;MX1*^) causes rapid lethality due to hematopoietic failure, we performed a competitive BM transplantation (BMT) assay (Figure 3A), which can ensure the survival of recipient mice with severe defects caused by *Dhx9* deletion. Donor chimerism, represented by the total CD45.2^+^ frequency in peripheral blood (PB), was assessed every 4 weeks after transplantation. Notably, the frequency of total chimerism from cKO mice was considerably lower at 4 weeks and did not recover 16 weeks after transplantation (Figure 3B). At the end of the experiment, BM chimerism was markedly reduced in *Dhx9*^*f/f;MX1*^ recipients (Figure 3C). Donor-derived HSPC populations from *Dhx9*^*f/f;MX1*^ mice also decreased robustly (Figure 3D), suggesting impaired HSC reconstitution.

**Figure 3:**
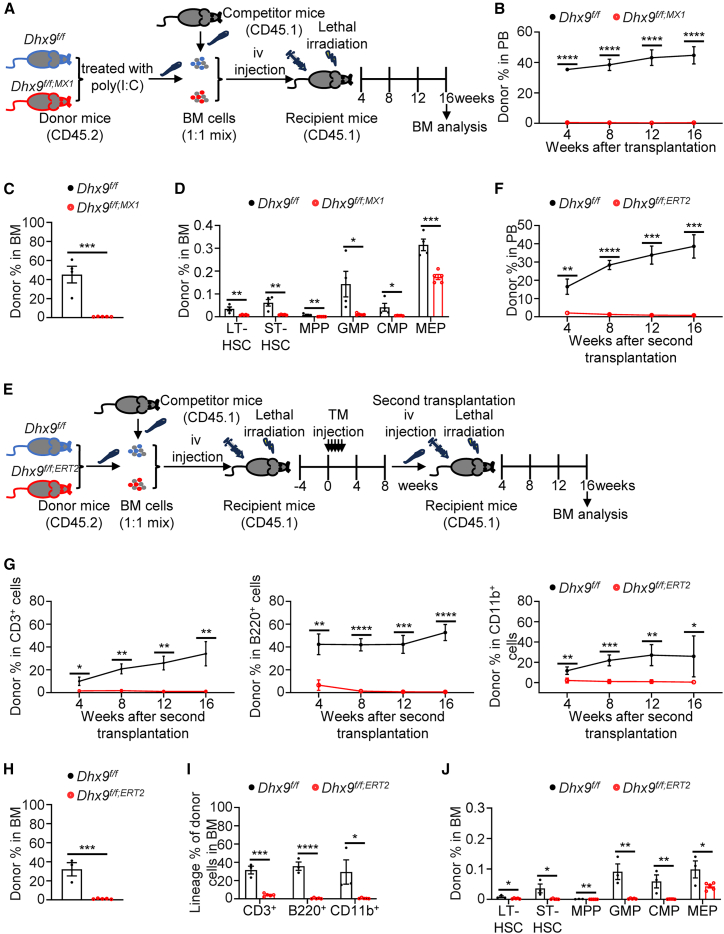
DHX9 is required for HSC reconstitution and self-renewal (A) Schedule of competitive BMT. BM cells from *Dhx9*^*f/f*^ or *Dhx9*^*f/f;MX1*^ mice (CD45.2) were collected one week after the first dose of poly(I:C) injection and transplanted with WT competitor cells (CD45.1) into lethally irradiated WT recipients (CD45.1); iv, intravenous injection. (B) CD45.2^+^ donor chimerism in the PB of recipient mice was measured every 4 weeks, and the results are graphed. WT (*n* = 4) and cKO (*n* = 5). (C) Percentages of CD45.2^+^ cells in the BM of BMT recipient mice 16 weeks after transplantation. WT (*n* = 4) and cKO (*n* = 5). (D) Percentages of CD45.2^+^ HSPC subpopulations in the BM of primary transplant recipient mice at 16 weeks. WT (*n* = 4) and cKO (*n* = 5). (E) Schematic of competitive reconstitution assays using the UBC-CreERT2 system. BM cells from 8-week-old *Dhx9*^*f/f*^ and *Dhx9*^*f/f;ERT2*^ mice (CD45.2) were transplanted into lethally irradiated WT recipient mice (CD45.1) with the same number of competitor BM cells (CD45.1) (5×10^5^ cells). Four weeks after transplantation, the recipient mice were injected with tamoxifen 5 times every second day. PB analyses were performed every 4 weeks, and BM analysis was performed 8 weeks after tamoxifen injection, while secondary BMT was performed by injecting 1×10^6^ total BM cells from mice receiving primary transplants into secondary recipients. TM, tamoxifen. (F–J) The contribution of CD45.2^+^ cells in total CD45^+^, T, B, and myeloid cells from PB (F, G) or BM (H, I), and HSCs and other hematopoietic populations in the BM (J) was analyzed in secondary BMT recipients. *Dhx9*^*f/f*^ (*n* = 3) and *Dhx9*^*f/f;ERT2*^ (*n* = 5). The data are presented as the mean ± SEM. ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001; and ^∗∗∗∗^*p* < 0.0001; unpaired two-tailed Student’s *t* test. See also Figure S3.

To determine whether the *Dhx9* depletion-mediated HSC repopulation defects are cell-intrinsic and independent of deletion timing and HSC-homing ability, we introduced a *Dhx9*^*f/f;ERT2*^ mouse model for BMT in which *Dhx9* deletion was induced by injecting tamoxifen following BMT (Figure 3E). Before tamoxifen injection, *Dhx9*^*f/f;ERT2*^ mice had body weights and blood cell counts similar to controls (Figures S3A and S3B). However, tamoxifen administration resulted in reduced body weight and severe anemia, phenocopying *Dhx9*^*f/f;MX1*^ mice (Figures S3C–S3E). Furthermore, BM cells isolated from *Dhx9*^*f/f*^ and *Dhx9*^*f/f;ERT2*^ mice were subsequently transplanted into lethally irradiated recipient mice, followed by tamoxifen treatment 4 weeks later (Figure 3E). Prior to tamoxifen administration, the percentages of donor-derived cells from *Dhx9*^*f/f;ERT2*^ mice were comparable to those from *Dhx9*^*f/f*^ controls (Figure S3F). However, after *Dhx9* depletion, a significant reduction in reconstitution was observed in PB of recipient mice (Figure S3G). At the end of 8 weeks, the contribution of CD45.2^+^ donor-derived cells in total CD45^+^, T (CD3^+^), B (B220^+^), and myeloid (CD11b^+^) cells, and LSK, LK, and HSCs in the BM was drastically reduced in *Dhx9*^*f/f;ERT2*^ transplant recipients (Figures S3H–S3K), confirming the defects associated with long-term HSC reconstitution. Collectively, these results suggest that the role of DHX9 in HSC maintenance *in vivo* is cell-intrinsic and is not due to defects in homing.

To further examine the effect of *Dhx9* loss on HSC self-renewal, we performed secondary BMT (Figure 3E). Notably, defective reconstitution of long-term hematopoiesis was demonstrated by decreased chimerism in PB for 16 weeks after secondary transplantation in *Dhx9*^*f/f;ERT2*^ mice (Figures 3F and 3G). Similarly, reduced percentages of donor-derived total and multilineage cells, as well as HSPC populations, were observed in the BM of *Dhx9*^*f/f;ERT2*^ mice at the endpoint of transplantation (Figures 3H–3J). These data indicate that *Dhx9*-deleted mice have inferior BM-repopulating LT-HSCs with reduced self-renewal. In summary, these data suggest that the loss of *Dhx9* impaired the long-term self-renewal capacity of HSCs.

### DEAH-box helicase 9 sustains the hematopoietic gene expression program

To gain mechanistic insights into how DHX9 maintains HSC function, we characterized the transcriptome profiles of Lin^−^ cells in WT and cKO mice (Figure 4A). 

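RNA was sequenced from the Lin− bone marrow cells, which lack the surface markers of mature blood lineages, of 5 Dhx9f/f mice (WT) and 5 Dhx9f/f;MX1 mice (cKO). In the latter, Cre recombinase is driven by the interferon-responsive Mx1 promoter and deletion is induced with poly(I:C), an RNA mimic that triggers interferon. By the paper's general methods, MX1-Cre mice were given poly(I:C) in 3 doses of 250 μg and mice were analyzed 7 days after the first dose. For other experiments, the legends of Figures 2 and 3A describe mice of both genotypes as taken after poly(I:C). Whether the WT mice sequenced here were given poly(I:C) is not stated in the paper's text. If they were not, an effect of poly(I:C) itself is not separated from that of the genotype. The authors aligned paired-end reads to GRCm39 with HISAT2 and deposited one FPKM value (fragments scaled to gene length and to the mapped fragments of the library) per gene and library. The table has 55359 genes, of which 27266 are at 0 in all 10 libraries. Because FPKM of genes with a single annotated transcript fall on whole multiples of what 1 fragment is worth, depth could be read from the values. It was 13841067 to 17190125 fragments (median 15921371) in the libraries labelled cKO and 15041660 to 18711502 (median 16582242) in those labelled WT, and 96.1% to 96.6% of the low values examined in each library came out whole, where 40% would by chance.
Dhx9 (ENSMUSG00000042699; chromosome 1 of GRCm39 from 153331504 to 153363457, minus strand) was examined first, as a check on the labels. It was at 130.82, 148.8, 131.25, 156.49 and 131.98 FPKM in the 5 libraries labelled cKO and at 68.96, 72.42, 72.18, 69.55 and 65.43 FPKM in the 5 labelled WT. The means were 139.9 ± 12.0 and 69.7 ± 2.84 (SD, n = 5 each), so the targeted gene was higher, not lower, in the libraries labelled cKO. Its log2 fold change was 1.00 (standard error 0.0654, adjusted p = 1.39e-05 from limma with Benjamini-Hochberg adjustment), and the exact permutation test gave p = 0.00794 (two-sided), the smallest that 5 against 5 allow. A gene-level FPKM does not show which exons the fragments came from. Because Dhx9 goes against the labels, libraries are named by their labels, and every direction drawn from them rests on those labels.
The groups also differed in sex-linked transcripts. Xist was at 0.07, 0.04, 99.19, 121.04 and 127.76 FPKM in WT libraries 1 to 5 and at most 0.09 in the libraries labelled cKO, and Ddx3y was at 27.62, 25.38, 0.05, 0 and 0 FPKM in the same WT libraries and at 19.66 to 38.53 in those labelled cKO. For the comparison of genotypes, limma was run on log2(FPKM + 0.1) over the 18742 genes with a mean of at least 0.1 FPKM, and genes were called at an adjusted p under 0.05 and an absolute fold change of at least 2. Fold changes are on the log2(FPKM + 0.1) scale, which understates the change of low genes.

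**Figure D1:**
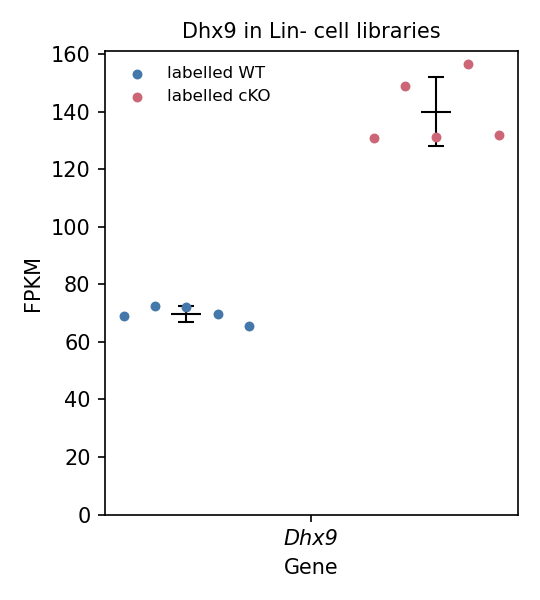
FPKM of Dhx9 in each of the 10 libraries, by label, with the mean and SD of the 5 libraries per group. All 5 libraries labelled cKO, from 130.82 FPKM upward, sit above the 5 labelled WT, the highest of which is at 72.42 FPKM.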

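Between the libraries labelled cKO and those labelled WT, 862 genes were called higher and 3153 lower by limma. Called on adjusted p alone, without the fold change limit, 3138 genes were higher and 5300 lower, the largest counts of any setting, and with a pseudocount of 1 in place of 0.1 the counts were smallest, at 356 and 1486. Among scalings, quantile normalization changed the balance most, to 1581 higher and 2245 lower, so the share of calls that were higher went from 21.5% to 41.3%. It also moved the median log2 fold change of all genes tested from -0.11 to 0.10. Among called genes with a mean of at least 1 FPKM and all 5 libraries of one label above all 5 of the other, the largest rises were those of Podxl, Trib3, Plek2, C2cd4a and Tph1. Podxl, which encodes the sialomucin podocalyxin, went from 1.58 ± 2.19 to 106 ± 44.1 FPKM (SD, n = 5 each). Trib3, which encodes a pseudokinase, was at 3.6, 44.81, 52.48, 44.47 and 39.11 FPKM in the libraries labelled cKO and at 0.232 ± 0.106 FPKM (SD, n = 5) in WT. Tph1 was listed at 0 in all 5 WT libraries and at 0.23, 22.18, 3.08, 53.38 and 5.92 FPKM in those labelled cKO. The largest falls were those of the immunoglobulin heavy-chain segments Ighd4-1, Ighj1, Ighj2 and Ighj4 and of Dntt, the polymerase that adds bases at their junctions. Dntt fell from 18.8 ± 1.68 to 0.394 ± 0.676 FPKM (SD, n = 5 each). The segments are short, and no library held more than 65 fragments of any of them.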

We identified 1321 significantly upregulated and 3235 downregulated genes after *Dhx9* knockout (fold change >2, *P*_adj_ < 0.05) (Figure 4B). Gene Ontology (GO) analysis of the upregulated genes showed enrichment in pathways associated with mitochondrion, cell cycle, and apoptosis in cKO cells (Figure 4C), which was consistent with increased ROS, cell cycle, and DNA damage observed in these cells (Figures 2E–2J). In addition, genes associated with hematopoiesis, HSC homeostasis, and cell differentiation were downregulated in cKO mice (Figure 4C). 

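Gene lists drawn up from general knowledge stood in for the processes named, since the GO annotation was not used here. Of 49 apoptosis genes tested, 10 were called higher in the libraries labelled cKO, an odds ratio of 5.37 against the other genes tested (adjusted p = 3.22e-04, one-sided Fisher's exact test, Benjamini-Hochberg over 5 lists). Of these 10 genes, 6 are also on a list of p53 targets. Zmat3 (log2 fold change 3.46) and Phlda3 (3.18) are among the 6. The median log2 fold change of the whole apoptosis list was 0.04, with 6 genes called lower. For mitochondria, the nuclear-encoded subunits of oxidative phosphorylation had a median of 0.26 with 81 of 95 genes above 0 (adjusted p = 1.28e-10, limma camera, Benjamini-Hochberg over 21 lists). The mitochondrial ribosomal proteins had a median of 0.28 with 66 of 78 above 0 (adjusted p = 7.71e-09, camera), and genes of the mitochondrial outer membrane 0.19 with 37 of 60 above 0 (adjusted p = 3.90e-04, camera). These shifts were small for single genes, as 1 subunit gene, 1 ribosomal protein gene and 2 outer membrane genes were called higher, with 1, 0 and 2 called lower. Without the fold change limit, 45 subunit genes and 27 outer membrane genes were called higher. The outer membrane genes went both ways, with 29 positive and 12 negative changes at an unadjusted p under 0.05. The subunit genes had 53 and 3. For the cell cycle, 0 of the 43 S-phase genes and 1 of the 54 G2/M genes were called higher, with 0 and 1 called lower. At an unadjusted p under 0.05, 16 S-phase genes had a positive and 7 a negative change, and 6 G2/M genes had a positive and 27 a negative one. The list medians were 0.17 (adjusted p = 0.00903, camera) and -0.15 (adjusted p = 0.330, camera). Pcna was at 233 ± 21.4 FPKM in the libraries labelled cKO and 205 ± 33.9 in WT (SD, n = 5 each). Of the 16 lists out of 21 that passed with camera's preset correlation, 14 also passed with fry and 0 with an estimated correlation, under which 2 lists had an unadjusted p under 0.05. The S-phase list was among those that passed with the preset correlation only.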

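Marker lists of blood lineages moved to different extents. The monocyte and dendritic cell list had a median log2 fold change of -3.46 in the libraries labelled cKO, with 21 of 27 genes called lower (adjusted p = 8.71e-07, camera). Its gene Lyz2, for lysozyme, went from 694 ± 219.8 to 47.9 ± 51.5 FPKM (SD, n = 5 each), and Mpeg1 from 133 ± 23.2 to 9.12 ± 10.3 FPKM (SD, n = 5 each). The libraries labelled cKO were uneven here, as Irf8 was at 0.38, 0.42, 5.41, 0.09 and 10.16 FPKM in them and at 38.13 to 53.65 in WT. The megakaryocyte list fell by 2.10 on the log2 scale with 19 of 22 genes called lower (adjusted p = 3.72e-06, camera), and the mast cell, basophil and eosinophil list fell by 2.02 with 18 of 21 (adjusted p = 8.89e-06, camera). The neutrophil, B-lymphoid and T and NK lists had medians of -1.999, -1.85 and -1.31. The erythroid list went the other way, with a median of 1.01, all 28 genes above 0 and 14 called higher (adjusted p = 1.45e-13, camera). Hbb-bs, a beta-globin gene whose reads can be shared with its near copy Hbb-bt, went from 158 ± 111 to 1028 ± 267 FPKM (SD, n = 5 each).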

Consistent with the observed hematopoietic defects, gene set enrichment analysis (GSEA) revealed that the dramatically downregulated gene sets included those related to HSC quiescence (Forsberg et al., 2010) and LT-HSC signature (Figure 4D) (Ficara et al., 2008). 

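The published gene sets were not used here, and lists of LT-HSC and HSC quiescence genes from general knowledge were tested in their place. Of 33 LT-HSC genes, 19 were called lower and 1 higher in the libraries labelled cKO, with a median log2 fold change of -1.34 (adjusted p = 3.54e-04, camera). Esam, which encodes an endothelial adhesion molecule also found on HSCs, went from 5.32 ± 2.30 to 0.672 ± 0.339 FPKM (SD, n = 5 each). Of 32 quiescence genes, 12 were called lower and 2 higher, with a median of -0.82 (adjusted p = 0.00692, camera). Cdkn1a, a cyclin-dependent kinase inhibitor on the quiescence list, rose from 2.63 ± 0.932 to 28.6 ± 14.4 FPKM (SD, n = 5 each), and the lowest library labelled cKO, number 1, was at 5.57 FPKM. With each library left out in turn, the LT-HSC median was between -1.42 and -1.18. It moved more with the pseudocount, to -0.66 with a pseudocount of 1 and -1.62 with one of 0.01. The quiescence median was -0.47 with quantile normalization. Both lists also passed with fry (adjusted p = 1.26e-04 and 8.34e-04) but not with a correlation estimated from the data (0.380 and 0.389).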

Single-cell RNA-seq analysis of Lin^-^c-Kit^+^ cells further demonstrated that gene signatures associated with LT-HSC signature were markedly reduced in the HSC cluster of *Dhx9*-deficient mice, accompanied by a pronounced decrease in the proportion of HSCs and an increase in cycling HSC compared with controls (Figures S4A–S4C). Furthermore, motif analysis predicted the enrichment of PU.1 (SPI1), RUNX, and ERG DNA binding motifs in the promoters of these downregulated genes (Figure 4E), which was consistent with BM failure. 

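Consensus sequences written from the logos of Figure 4E were searched on both strands from 1000 bp upstream to 1 bp downstream of each annotated gene start in GRCm39. The PU.1 sequence GAGGAAGT was present in 8.22% of 3127 genes called lower in the libraries labelled cKO and in 6.05% of 15497 other genes tested (odds ratio 1.39, adjusted p = 3.71e-05, two-sided Fisher's exact test, Benjamini-Hochberg over 3 motifs). The ERG sequence ACAGGAAGT was present in 2.46% against 2.06% (odds ratio 1.201, adjusted p = 0.154). The RUNX sequence TGTGGTTT was present in 7.64% against 6.76% (odds ratio 1.14, adjusted p = 0.113). ERG passed when only genes with a mean of at least 1 FPKM were tested (odds ratio 1.54, adjusted p = 0.0145), and RUNX in a logistic model with promoter GC content and mean expression (odds ratio 1.18, adjusted p = 0.0417). Exact matches are stricter than the position weight matrices of a motif search. In the promoter of Gfi1 (chromosome 5, minus strand), the RUNX sequence lies at 107873952 to 107873959, 57 bp upstream of the gene start, in the context AAGTGAAGTTTGTGGTTTTGGGGGCTGA. In that of Xbp1 (chromosome 11, plus strand), it lies on the opposite strand at 5470228 to 5470235, in the context AAGAAAAACGAAACCACATGTATTCTCA.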

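Spi1, Cebpa, Gfi1, Xbp1, Fos, Hlf, Meis1, Klf6 and Slfn2 were all called lower in the libraries labelled cKO, and for each of these 9 genes all 5 of these libraries lay below all 5 labelled WT. Adjusted over these genes alone, 9 were called as well, which is not independent evidence, since the study chose these genes on the same libraries. Spi1, which encodes PU.1 (chromosome 2 of GRCm39 from 90912562 to 90946101), was at 12.1 ± 2.26 FPKM against 40.3 ± 6.59 in WT (SD, n = 5 each), a log2 fold change of -1.73 (standard error 0.149, adjusted p = 4.64e-05, limma). Cebpa (chromosome 7 from 34818718 to 34821353) had the largest fall, from 45.3 ± 9.64 to 7.08 ± 5.63 FPKM (SD, n = 5 each), a log2 fold change of -3.09 (standard error 0.547, adjusted p = 0.00104, limma). Xbp1 had the smallest, from 47.7 ± 6.42 to 20.6 ± 5.45 FPKM (SD, n = 5 each). Hlf, which is also on the LT-HSC list, fell by 2.80 on the log2 scale. The log2 fold changes of the others were -2.12 for Gfi1, -2.49 for Fos, -1.94 for Meis1, -1.75 for Klf6 and -2.49 for Slfn2. All 9 stayed called lower under each of the 20 other settings of the gene-wise test, the fits with each library left out in turn included. From the lower expression of such genes, with GSEA, single-cell data and qRT-PCR beside it, the paper concludes that DHX9 is required for the expression of hematopoiesis-maintenance genes. Its Discussion allows that a different mix of HSPCs between the genotypes may account for part of the change in Lin− cells.

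**Figure D2:**
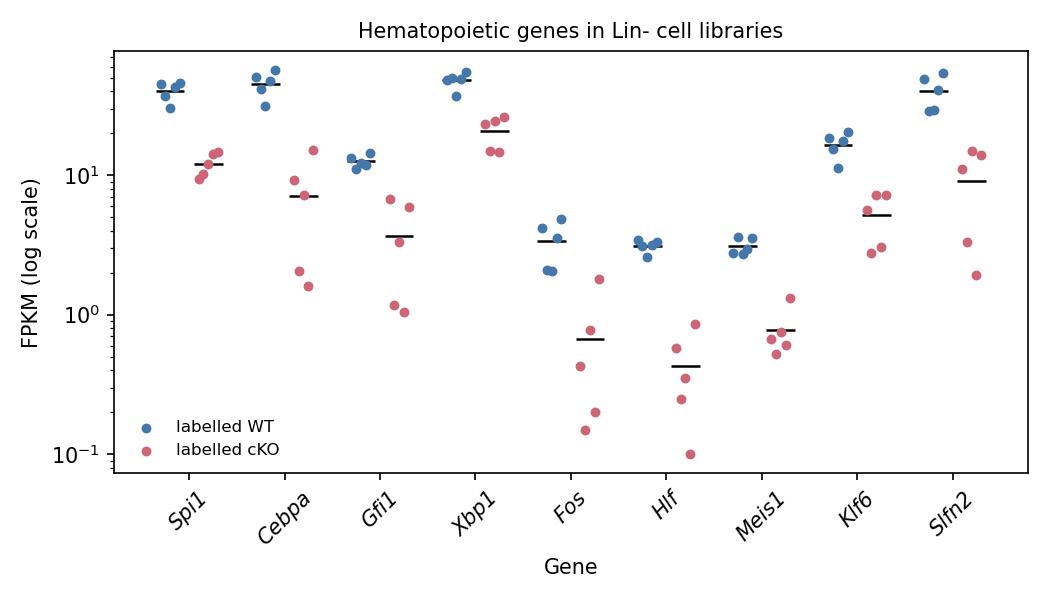
FPKM of 9 genes in each library on a log axis, by label, with a line at the mean of the 5 libraries per group. For each gene the 5 libraries labelled cKO sit below the 5 labelled WT.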

Among the significantly downregulated genes following *Dhx9* depletion, several key hematopoietic transcription factors that maintain HSC quiescence and self-renewal, including *Spi1*, *Cebpa*, *Gfi1*, *Xbp1*, *Fos*, *Hlf*, *Meis1,* and *Klf6,* as well as other critical stem cell genes such as *Mpl* and *Slfn2* were found (Figure 4F), which were further validated by qRT-PCR analysis (Figure 4G). In conclusion, these results indicate that DHX9 is required for the expression of hematopoiesis-maintenance genes.

**Figure 4:**
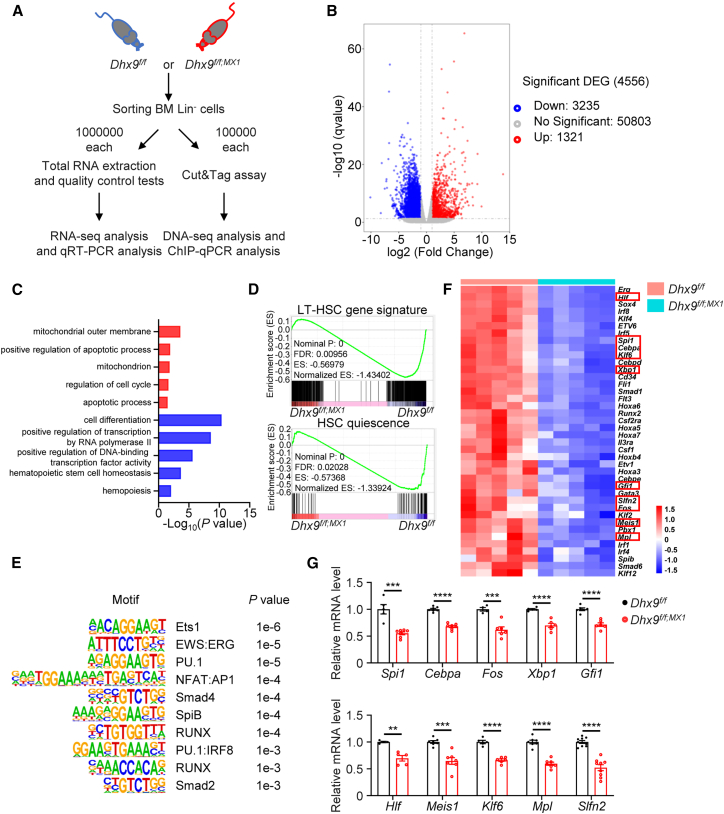
DHX9 sustains the hematopoietic gene expression program (A) Schematic illustration of the experimental design. (B) Volcano plot shows the genes differentially expressed between WT and cKO Lin^−^ hematopoietic cells. Genes with an adjusted *p* value (*P*_adj_) < 0.05 are highlighted (blue: genes downregulated in cKO Lin^−^ cells; red: genes upregulated in cKO Lin^−^ cells). (C) Pathway analysis of genes associated with RNA-seq downregulated (blue) or upregulated (red) regions in cKO Lin^−^ cells. (D) GSEA of cKO Lin^−^ hematopoietic cells compared with WT Lin^−^ hematopoietic cells. ES, enrichment score; FDR, false discovery rate. (E) Transcription factor motifs enriched in TSS (−1 kb to +1 bp) of cKO Lin^−^ cell-downregulated genes. (F) Heatmap shows hematopoiesis-related genes, as revealed by transcriptomic studies. The genes in red boxes represent critical hematopoietic genes for maintaining HSC quiescence and self-renewal. (G) mRNA expression of the significantly changed hematopoiesis-related genes in cKO Lin^−^ hematopoietic cells (*n* ≥ 4). The data are presented as the mean ± SEM. ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001; ^∗∗∗∗^*p* < 0.0001; unpaired two-tailed Student’s *t* test.

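Of 39 genes taken from the heatmap, 37 had a mean of at least 0.1 FPKM and 36 were called lower in the libraries labelled cKO, and 36 when adjusted over the list alone. Log2 fold changes ranged from -5.24 for Irf8 to -0.89 for Gata3, with a median of -2.12, and in 35 of the 37 genes the 2 groups did not overlap. Since the study chose the list on these libraries, none of these counts is independent evidence. Gata3 was at 0.150 ± 0.0686 FPKM against 0.358 ± 0.0920 in WT (SD, n = 5 each) and was not called (adjusted p = 0.0238, limma). Etv1 and Klf12 were below the limit, at 0.0600 and 0.0760 FPKM on average in WT. Cd34 went from 25.6 ± 3.44 to 3.10 ± 2.33 FPKM, Flt3 from 20.8 ± 4.39 to 1.96 ± 2.27 FPKM and Sox4 from 19.2 ± 2.57 to 2.13 ± 1.69 FPKM (SD, n = 5 each). With a pseudocount of 1 in place of 0.1, 28 genes were called, and Hoxa3, Hoxa5, Hoxa6, Hoxb4, Irf4, Klf2, Smad6 and Spib were the 8 no longer called. Klf2 (adjusted p = 0.0337, limma) was no longer called when any of WT libraries 1, 3, 4 and 5 or the library labelled cKO 2 was left out.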

### DEAH-box helicase 9 interacts with CBP/p300 and maintains histone acetylation for transcriptional activation

Previous studies have shown that DHX9 binds to the transcriptional coactivators CBP/p300 and RNA Pol II at the promoter regions to regulate gene transcription (Nakajima et al., 1997; Ren et al., 2023). Based on this, we hypothesized that DHX9 cooperates with CBP/p300 in regulating HSC quiescence and self-renewal genes. We observed the colocalization of DHX9 and p300 in murine Lin^−^ cells via immunofluorescence (Figure 5A). This interaction was further confirmed through co-immunoprecipitation in 293T cells, where DHX9 was eluted from CBP immunoprecipitates (Figure 5B). Since CBP/p300 are well-known acetyltransferases (Weinert et al., 2018), we assessed histone acetylation and found that *Dhx9* depletion led to a global reduction in histone H3 acetylation, including the downregulation of histone H3 acetylation at lysines 9 and 27 (H3K9ac, H3K27ac) (Figures 5C–5F and S4D). We therefore hypothesized that DHX9 could sustain hematopoietic gene transcription in cooperation with histone acetylation by interacting with CBP/p300 at gene promoters.

**Figure 5:**
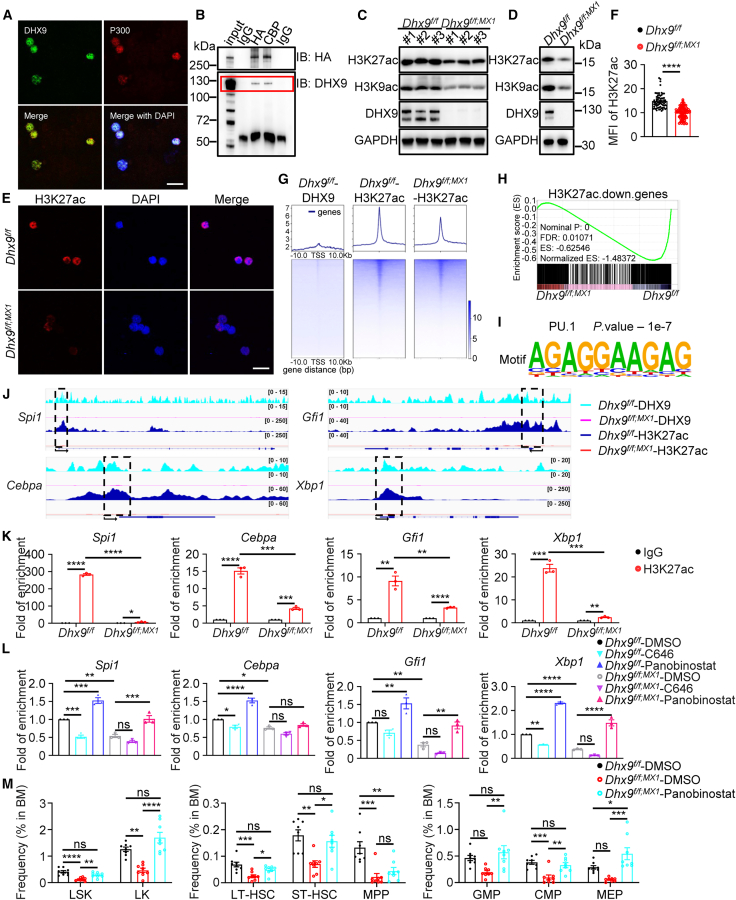
Cooperation between DHX9 and CBP/p300 maintains hematopoietic homeostasis via H3K27 acetylation (A) Representative confocal microscopy images of *Dhx9*^*f/f*^ Lin^−^ cells staining by DHX9 and p300 are shown as indicated. Scale bars, 20 μm. (B) 293T cells were co-transfected with pLVX-*DHX9* and pEnCMV-*CREBBP-*HA-SV40-Neo. After 48 h, cell lysates were collected, then immunoprecipitated, and blotted as indicated. (C and D) Western blot analyses of H3K9ac and H3K27ac in TNCs (C) or freshly isolated Lin^−^ cells (D) from the BM of WT and cKO mice. (E and F) Confocal microscopy images (E) and quantification of H3K27ac MFI (F) in WT and cKO Lin^−^ cells. Each dot represents a single cell from 3 mice per group. Scale bars, 20 μm. (G) Heatmaps show CUT&Tag signals of DHX9 or H3K27ac centered on the TSS region in Lin^−^ cells sorted from WT and cKO mice. (H) Leading-edge plots show the enrichment of genes associated with H3K27ac-downregulated regions based on GSEA of WT and cKO Lin^−^ cells. ES, enrichment score; FDR, false discovery rate. (I) Transcription factor motifs enriched in H3K27ac genomic regions downregulated in cKO Lin^−^ cells. (J) IGV genome browser tracks show CUT&Tag sequencing data of DHX9 (WT Lin^−^ cells)–, DHX9 (cKO Lin^−^ cells)–, H3K27ac (WT Lin^−^ cells)–, and H3K27ac (cKO Lin^−^ cells)–bound promoter regions of hematopoiesis-related genes. (K) ChIP-qPCR analysis of H3K27ac-bound sites in hematopoiesis-related gene (*Spi1*, *Cebpa*, *Gfi1*, *Xbp1*) promoters with or without *Dhx9* (*n* = 3). (L) qRT-PCR analysis of hematopoiesis-related genes in WT and cKO hematopoietic cells after treatment with 40 μM C646 or 20 nM panobinostat (*n* = 3). (M) Ratios of different HSPC populations in the BM of mice treated with DMSO or 5 mg/kg panobinostat via intraperitoneal injection every two days for a total of five doses, starting seven days after the first poly(I:C) injection (*n* = 8). The data are presented as the mean ± SEM. ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001; ^∗∗∗∗^*p* < 0.0001; ns, not statistically significant; unpaired two-tailed Student’s *t* test (F and K), one-way ANOVA with Tukey’s test (L and M). See also Figures S4 and S5.

To confirm our hypothesis, we additionally performed CUT&Tag analysis to characterize the genomic distribution of H3K27ac and DHX9 in murine Lin^−^ cells and compared the results with transcriptomic data to address their effects on hematopoietic gene transcription (Figure 4A). Peak analysis of DHX9-occupied regions revealed that DHX9 was localized mostly to distal intergenic (34.37%), other intron (23.72%), promoter (21.28%), and first intron (10.23%) regions (Figure S4E). Compared with random genomic distributions (Mould et al., 2015), these data suggest an enrichment of promoter localization of DHX9-binding regions. Furthermore, we found that genes whose promoter regions were bound by DHX9 were significantly downregulated in cKO Lin^−^ cells (Figure S4F), indicating a regulatory role of DHX9 in gene transcription. Motif analysis of DHX9-binding peaks revealed the enrichment of most hematopoietic transcription factors, such as PU.1, IRF8, and ERG DNA binding motifs (Figure S4G), which was consistent with the downregulated motifs in the transcriptomic results (Figure 4E).

Density map analysis of H3K27ac CUT&Tag signal revealed that H3K27ac in all gene transcription start sites (TSS) ± 10 kb regions was moderately decreased in cKO cells (Figure 5G). Specifically, we found that loss of H3K27ac occupancy in TSS regions was strongly associated with transcriptional downregulation upon DHX9 depletion (Figure 5H). In addition, hematopoietic cell lineage signatures and related TF motifs, such as PU.1, which was among the decreased H3K27ac motifs, as well as the DHX9-binding motif (Figures 5I, S4G, and S4H), were consistent with the transcriptional profiles following *Dhx9* deletion (Figure 4).

To further investigate the role of H3K27ac in DHX9-mediated transcriptional regulation of HSC function, we assessed H3K27ac enrichment at the promoter regions of key hematopoietic genes that are significantly downregulated upon *Dhx9* deletion. Analysis using the IGV genome browser revealed a reduction in H3K27ac peaks at these hematopoietic genes in cKO cells compared to controls. Notably, these genes also coincided with DHX9-binding sites (Figures 5J and S4I). The decreased H3K27ac levels and DHX9 occupancy across these loci were validated by chromatin immunoprecipitation (ChIP)-qPCR (Figures 5K, S4J, and S4K). Electrophoretic mobility shift assays (EMSA) were performed using biotin-labeled DNA probes derived from the XBP1 promoter region identified by CUT&Tag. Incubation with nuclear extracts from DHX9-overexpressing 293T cells led to a supershift upon the addition of a DHX9 antibody (Figure S4L), suggesting that DHX9 functionally associates with chromatin and may promote CBP/p300-mediated histone acetylation. To further confirm the involvement of H3K27ac in DHX9-driven gene expression, we treated *Dhx9*^*f/f*^ -hematopoietic cells with the CBP/p300 inhibitor C646, resulting in a downregulation of key hematopoietic genes. Conversely, exposure to the broad-spectrum histone deacetylase inhibitor (HDACi) panobinostat increased the expression of these genes in WT cells. Similar expression trends were observed in cKO cells, although the magnitude of these changes was generally less pronounced (Figures 5L, S5A, and S5B).

To further explore the role of H3K27ac in hematopoiesis *in vivo*, cKO mice were treated with panobinostat. Panobinostat treatment markedly increased the ratios of multiple HSPC populations, with a trend toward higher total BM cellularity (Figures 5M, S5C, and S5D). Collectively, these data suggest that DHX9 cooperates with CBP/p300 to preserve H3K27 acetylation, thereby maintaining hematopoietic gene expression.

### Restoring H3K27ac levels partially rescues hematopoietic defects caused by DEAH-box helicase 9 inhibition in umbilical cord blood hematopoietic stem cells

We next investigated whether the functional cooperation of DHX9 and H3K27ac could be recapitulated in human HSPCs. CD34^+^ cells were sorted from human umbilical cord blood (UCB) cells and were treated with ATX968, a DHX9 inhibitor (Castro et al., 2025) for 6 consecutive days. We observed that ATX968 significantly reduced total cell numbers in CD34^+^ cells compared to controls (Figure 6A). Flow cytometric analysis revealed that DHX9 inhibition led to marked reductions in CD34^+^CD38^−^, CD34^+^CD38^+^, LMPP (CD34^+^CD38^−^CD45RA^+^CD90^−^), MPP (CD34^+^CD38^−^CD45RA^−^CD90^−^), GMP (CD34^+^CD38^+^CD45RA^+^), CMP (CD34^+^CD38^high^CD45RA^−^), and MEP (CD34^+^CD38^low^CD45RA^−^) (Figures 6B and S6A–S6C). CFU assays further showed that ATX968 treatment significantly reduced the colony numbers of CFU-GEMM, CFU-GM, BFU-E, and erythroid colony-forming units (CFU-E) (Figures 6C and 6D). This data suggests that DHX9 inhibition impaired hematopoiesis was functionally relevant but not simply a change in cell surface marker expression. In line with *in vivo* data in *Dhx9*-deficient mice (Figures 2E and 2F), ATX968 treatment significantly increased apoptosis compared to controls in CD34^+^ cells (Figures 6E and 6F), supporting a role of DHX9 in maintaining HSPC survival.

**Figure 6:**
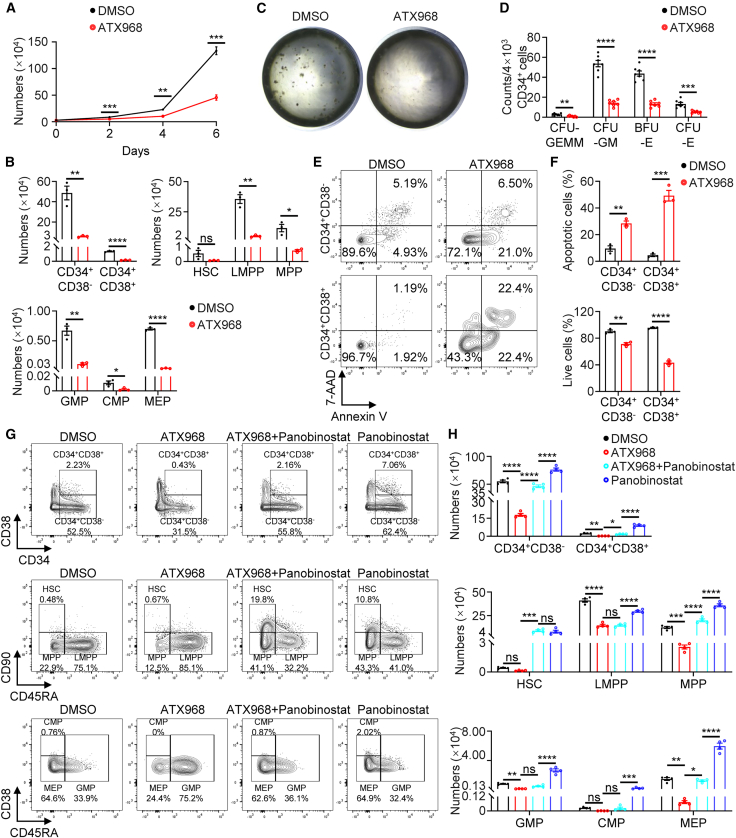
Restoring H3K27ac levels partially rescues the damage caused by DHX9 inhibition in umbilical cord blood HSCs (A) Growth curves of CD34^+^ cells following treatment with DMSO or 40 μM ATX968 (*n* = 3). (B) Absolute numbers of different HSPC populations analyzed by flow cytometry following 6-day treatment with DMSO or ATX968 treatment (*n* = 3). (C) Representative images of the colony-forming unit assay. (D) Hematopoietic colonies were enumerated (*n* = 7). (E and F) Representative gating strategies used in FACS analyses for apoptotic cells (E) and quantification of apoptosis ratios (F) (*n* = 3). (G) Representative gating strategies used in FACS analyses for the frequencies of CD34^+^CD38^−^, CD34^+^CD38^+^ cells, and indicated lineage progenitors. (H) Absolute numbers of different HSPC populations analyzed by flow cytometry following 6-day treatment with DMSO, ATX968, and/or 1 nM panobinostat treatment (*n* = 4). The data are presented as the mean ± SEM. ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001; ^∗∗∗∗^*p* < 0.0001; ns, not statistically significant; unpaired two-tailed Student’s *t* test (A, B, D, and F), one-way ANOVA with Tukey’s test (H). See also Figure S6.

To test whether restoring histone acetylation could rescue the impaired hematopoietic phenotype, we co-treated CD34^+^ cells with ATX968 and panobinostat. Strikingly, panobinostat co-treatment significantly restored HSPC numbers and reduced apoptosis (Figures 6G, 6H, and S6D–S6F). These findings suggest that DHX9 is essential for the maintenance of human hematopoietic homeostasis, at least in part through its regulation of H3K27 acetylation. Notably, the capacity of HDACi to reverse ATX968-induced defects underscores its therapeutic potential for mitigating hematopoietic dysfunction caused by DHX9 impairment.

## Discussion

The mechanisms underlying self-renewal and multipotent capabilities of HSCs remain incompletely understood (Wilkinson et al., 2020). We found that DHX9 is required for multilineage hematopoiesis under steady-state conditions. Deletion of *Dhx9* results in decreased cellularity in the spleen, thymus, and BM, as well as decreased WBCs and RBCs in the PB. Given that global *Dhx9* knockout is embryonic lethal (Lee et al., 1998), its effects on hematopoiesis could potentially reflect broad impacts on cell survival rather than selective hematopoietic defects. To address this, we performed competitive BMT, which revealed that *Dhx9*-deficient cells failed to reconstitute hematopoiesis in primary and secondary recipients (Figure 3), suggesting a critical role of DHX9 in HSC self-renewal. Additionally, apoptosis and cellular stress assessment further demonstrated that DHX9 maintains HSC mainly by sustaining its survival and self-renewal capacity beyond general effects on cell viability (Figures 2, 4, and 5). It is worth noting that our transplantation experiments were performed using total BM cells rather than highly purified HSCs, and genotype-dependent variation in HSPC abundance may have partially contributed to the observed reconstitution outcomes. We also cannot completely rule out the possibility that rare HSC clones escaping DHX9 deletion disproportionately contributed to donor chimerism. Therefore, these data should be interpreted with caution. Future purified HSC transplantation studies are needed to clarify the role of DHX9 in sustaining HSCs, and analyses of donor-derived cells could further validate this conclusion. A similar consideration applies to the RNA-seq and CUT&Tag experiments performed on Lin^−^ cells, where differences in HSPC composition between genotypes could have partially influenced the resulting transcriptional and chromatin landscapes.

Interestingly, in *Dhx9*^*f/f;Vav1*^ mice, although HSC and multiple progenitor cell types were markedly reduced (Figure 1H), PLT counts remained unchanged (Figure S1H). This likely reflects the strong buffering capacity of PLT homeostasis, which is regulated not only by the progenitor pool but also by megakaryocyte maturation, ploidy, shear stress-mediated PLT release, and microenvironmental cues (Furniss et al., 2024). In addition, DHX9 loss may reshape megakaryopoiesis. The remaining *Dhx9*-deficient MEPs and megakaryocytes could become functionally hyperactive, exhibiting higher ploidy and enhanced PLT formation. Alternatively, *Dhx9* deficiency may induce a chronic low-grade stress state that subtly biases HSCs (Haas et al., 2015; Roch et al., 2015) or primes MEPs toward increased megakaryocytic differentiation, resembling sustained “emergency” PLT production. Consistent with these possibilities, our flow cytometric (Figure S2K) and single-cell RNA-seq analyses (Figure S4B) suggest that DHX9 loss preferentially impairs the erythroid differentiation potential of MEPs while largely preserving megakaryocytic differentiation.

DHX9 is a multifunctional helicase that acts on both RNA and DNA substrates, including complex nucleic acid structures such as R-loops, G-quadruplexes, and H-DNA (Liu et al., 2024b). DHX9 participates in diverse roles involving RNA processing, gene transcription, and translation. Previous studies have reported that DHX9 can bind to transcription factors and activate gene transcription in various cell contexts (Huo et al., 2010; xRen et al., 2023). Here, we found transcriptional profiling of *Dhx9*-deficient cells showed a significant downregulation of hematopoietic genes, including *Spi1*, *Cebpa*, *Gfi1*, and *Xbp1*, which are essential for maintaining HSC quiescence and self-renewal. Mechanistically, we found that DHX9 could colocalize with CBP/p300 and promote H3 acetylation. Consistent with prior reports highlighting the role of H3K27ac in sustaining HSC self-renewal and lineage priming (Chagraoui et al., 2021; Liu et al., 2024a), we observed that H3K27ac binding peaks were decreased in *Dhx9*^*f/f;MX1*^ cells on TSS regions of the whole genome, especially on promoters of key hematopoietic regulators. These findings suggest that DHX9 functions as a coactivator or chromatin scaffold that facilitates the recruitment or stabilization of CBP/p300 at promoter regions of hematopoietic regulatory genes to maintain high levels of H3K27 acetylation and robust transcriptional activity. In line with this, pharmacological inhibition of CBP/p300 by C646 mimicked the transcriptional defects observed in *Dhx9*-deficient cells, whereas the restoration of histone acetylation with the broad-spectrum HDACi panobinostat partially rescued these impairments. Although these results imply that DHX9 contributes to transcriptional activation by cooperating with CBP/p300, whether DHX9 binds DNA directly or acts indirectly through associated protein complexes remains to be determined. As a full-length purified DHX9 protein is currently unavailable, future experiments using purified DHX9 and *in vitro* DNA binding assays will be required to resolve this question.

To further test this relationship, we treated *Dhx9*-deficient mice or ATX968-treated human UCB cells with panobinostat. Interestingly, panobinostat restored the frequencies of LT-HSCs, ST-HSCs, CMPs, GMPs, and MEPs in *Dhx9*-deficient mice, but failed to rescue MPPs. In contrast, panobinostat effectively rescued MPP defects caused by DHX9 inhibition in human UCB HSCs. This discrepancy may reflect distinct regulatory dependencies between murine and human hematopoiesis. Indeed, recent single-cell analyses have revealed that while the overall hematopoietic hierarchy is conserved between mice and humans, subtle differences exist in specific hematopoietic populations and regulatory programs (Buenrostro et al., 2018; Gao et al., 2021; Kucinski et al., 2024). Additionally, complete loss of DHX9 in mice may induce irreversible transcriptional or epigenetic alterations in MPPs that cannot be fully compensated by HDACi, whereas transient DHX9 inhibition in human HSCs allows panobinostat to restore both MPP phenotype and function.

It should be noted that panobinostat is a non-selective HDACi and not specific to H3K27ac. Our analysis focused on H3K27ac as a representative active histone mark given its established role in HSC regulation, but panobinostat likely induces broad chromatin changes, including increases in other active acetylation marks (H3K9ac, H4ac) and decreases in repressive marks (H3K9me3) (Legoff et al., 2021; Moshref et al., 2021). Therefore, while our data indicate that elevated H3K27ac correlates with rescue of the DHX9-deficient phenotype, we cannot fully exclude potential indirect effects arising from these broader epigenetic alterations.

*Dhx9* deficiency caused a decrease in H3K27ac and downregulated the expression of hematopoietic regulators. Since the deregulation of histone marks in HSCs could predetermine stem cell aging and the development of myeloid malignancies (Adelman et al., 2019; Verovskaya et al., 2019), we speculate that DHX9 could play a role in myeloid malignancies. Indeed, a recent study has suggested an oncogenic role for DHX9 in acute myeloid leukemia (AML) (Xiong et al., 2025). Notably, the therapeutic implications of targeting DHX9 may differ fundamentally depending on disease context. In hematologic malignancies such as AML, where DHX9 may be aberrantly activated or co-opted by oncogenic programs, inhibiting its helicase activity could suppress leukemogenic chromatin remodeling and gene expression. In contrast, in BM failure syndromes characterized by reduced DHX9 expression or function, our findings raise the possibility that restoring downstream chromatin acetylation—such as through HDACi—may help rescue impaired gene expression and hematopoietic output. These divergent roles underscore the need for disease-specific strategies when targeting the DHX9–CBP/p300–H3K27ac regulatory axis and highlight the broader principle that chromatin-modifying factors may act as context-dependent therapeutic vulnerabilities in hematopoietic disorders.

In summary, we identify DHX9 as a critical regulator of hematopoietic gene transcription and HSC function. Our findings underscore the importance of a permissive chromatin landscape in maintaining HSC quiescence and self-renewal, offering mechanistic insights and potential therapeutic avenues for diseases associated with the epigenetic dysregulation of hematopoiesis.

## Methods

### Animals

For tissue-specific or inducible deletion of *Dhx9*, *Dhx9*^*f/f*^ mice were crossed with Vav1-Cre, MX1-Cre, or UBC-CreERT2 (The Jackson Laboratory; JAX:007179) mice. MX1-Cre mice were injected intraperitoneally with 250 μg poly (I:C) every other day for 3 doses. Mice were analyzed 7 days after the first poly(I:C) administration unless otherwise indicated. For the induction of UBC-CreERT2 activity, the mice (aged 6–8 weeks) were injected intraperitoneally with five doses of tamoxifen dissolved in corn oil, 120 mg/kg body weight per dose, doses separated by 48 h. Mouse sex was randomized. The mice were maintained in a specific pathogen-free facility under strict 12:12 h light‒dark cycles, with lights on from 8 a.m. to 8 p.m. All animal procedures were approved by the Ethics Committee of USTC (USTCACUC26120123058).

### Competitive repopulation assay

For competitive BMT, 5 × 10^5^ total BM cells from *Dhx9*^*f/f*^ or *Dhx9*^*f/f;MX1*^ (CD45.2) or *Dhx9*^*f/f;ERT2*^ (CD45.2) mice were mixed with the same number of competitor total BM cells (CD45.1), and transplanted into lethally irradiated (a split dose of 10.5 Gy) recipient mice (CD45.1) via intravenous injection. Reconstituted donor HSPCs from the BM were analyzed after 16 weeks of BMT, and 1×10^6^ BM cells obtained from primary recipient mice were transplanted into lethally irradiated (10.5 Gy) secondary WT (CD45.1) recipient mice for the second transplantation.

### Flow cytometry

For mouse HSPCs staining, BM cells were harvested, treated with ACK lysis buffer, and incubated with Alexa Fluor 700 anti-mouse CD34 at 4°C for 1 h, further incubated with a cocktail of PE-conjugated primary antibodies containing mouse specific lineage markers: anti-CD2, anti-Ter119, anti-CD3ε, anti-Gr-1, anti-B220 and anti-CD41, Pacific Blue anti-mouse Sca-1, APC anti-mouse c-Kit, Brilliant Violet 510 anti-mouse CD45, PE-CF594 Rat anti-mouse Flk2, and FITC anti-mouse CD16/32, or FITC anti-mouse CD48, PE/Cy7 anti-mouse CD150 at 4°C for 0.5 h. For the analysis of megakaryocyte progenitors (MkPs: CD45^+^Lin^−^Sca-1^−^c-Kit^+^CD41^+^CD150^+^), BM cells were stained with antibodies against CD45, c-Kit, Sca-1, CD150, CD48, CD41 and Lineage Cocktail. For the lineage cell analyses, cells from BM and PB were stained with antibodies against CD45.1, CD45.2, B220, CD3, and CD11b. For the reconstituted HSPCs, BM cells were stained with the lineage cocktail and antibodies against Sca-1, c-Kit, CD16/CD32, CD34, Flk2, CD45.1, and CD45.2.

For human HSPCs staining, cultured cells were collected on the sixth day after treatment, washed once with PBS, and incubated with antibodies against lineage cocktail, CD34, CD90, CD38, and CD45RA at 4°C for 30 min. Flow cytometry was performed on a BD LSR FORTESSA, and data were analyzed using FlowJo V10.

### RNA sequencing and analysis

Lin^−^ cells were sorted from the BM of *Dhx9*^*f/f*^ and *Dhx9*^*f/f;MX1*^ mice. Total RNA was isolated via the use of TRIzol reagent. Libraries were prepared and sequenced on the Illumina NovaSeq 6000 platform with a 2 × 150 paired-end configuration. The raw data were processed by filtering out reads containing adapters, PCR primers, or fragments thereof, and reads whose quality was lower than 20, to obtain clean read data, which were used for all subsequent analyses. The clean data were initially aligned to the mouse genome (GRCm39) via HISAT2 software (v2.0.1). Differential gene expression analyses were conducted using the DESeq2 Bioconductor package. Genes with an adjusted *p* value <0.05 and an absolute fold change (FC) ≥ 2 were considered significantly differentially expressed genes.

### Quantification and statistical analysis

All statistical analyses were performed by GraphPad Prism 8. The error bars represent the standard error of the mean (SEM). *p* values were calculated by two-tailed unpaired t tests for comparisons between two groups, by one-way ANOVA with Dunnett’s or Tukey’s test for comparisons among more than two groups. *p* < 0.05 (confidence interval of 95%) was considered statistically significant. In the Figures, ^∗^, ^∗∗^, ^∗∗∗^, and ^∗∗∗∗^ were used to indicate *p* < 0.05, 0.01, 0.001, and 0.0001, respectively. Statistical parameters were indicated in the figure legends. In our study, n refers to the number of biological replicates from individual mice or UCB samples analyzed per group, unless otherwise stated. For all other experiments, *n* ≥ 3, and the experiments were performed in three or more fully independent replicates.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Huaiping Zhu ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

• RNA-seq and CUT&Tag sequencing data have been deposited at Gene Expression Omnibus (GEO: GSE278362 and GSE278361), and scRNA-seq data have been deposited at Sequence Read Archive (SRA: PRJNA1356327； https://www.ncbi.nlm.nih.gov/sra/PRJNA1356327). All datasets are publicly available as of the date of publication.
• Original Western blot images have been deposited at Mendeley Data at [Reserved https://doi.org/10.17632/wvpdmpx7v5.1] and are publicly available as of the date of publication. Microscopy data reported in this article will be shared by the lead contact upon request.
• This article does not report original code.
• Any additional information required to reanalyze the data reported in this article is available from the lead contact upon request.

## Acknowledgments

We thank Zhongjun Dong for gifting the Vav1-Cre mice and Yongzhong Liu for gifting the MX1-Cre mice. We thank Lijun Xia for insightful discussions. This work was supported by grants from the 10.13039/501100001809National Natural Science Foundation of China [(31870897) (H.Z.) and (82200197) (M.G)].

## Author contributions

M.S. and M.G. designed and performed the experiments, analyzed the data, and wrote the article; H.L., C.W., X.H., Y.X., and Y.C. helped to conduct the animal experiments; S.Z. and X.R. provided scientific counseling and materials; H.Z. conceived the project, designed the study, and revised the article; all authors discussed the article.

## Declaration of interests

The authors declare no competing interests.

## Declaration of generative AI and AI-assisted technologies in the writing process

The authors declare that no generative AI or AI-assisted technologies were used in the preparation of this work.

# Supplementary material for: DHX9 sustains hematopoietic stem cell function in cooperation with H3 acetylation
**Source:** Stem Cell Reports. 2026 Feb 5;21(3):102794. doi: 10.1016/j.stemcr.2026.102794
**Supplement:** Document S1. Figures S1–S6 and Tables S1–S3

**Stem Cell Reports, Volume 21**

## **Supplemental Information**

### **DHX9 sustains hematopoietic stem cell function in cooperation with H3 acetylation**

**Minhui Shi, Mengqing Gao, Huixin Luo, Chong Wang, Xueyang Hu, Yacen Xiong, Yan Chen, Xingxing Ren, Shu Zhu, and Huaiping Zhu**

## **Supplemental Information**

### **DHX9 sustains hematopoietic stem cell function in cooperation with H3 acetylation**

**Minhui Shi, Mengqing Gao, Huixin Luo, Chong Wang, Xueyang Hu, Yacen Xiong, Yan Chen, Xingxing Ren, Shu Zhu, and Huaiping Zhu**

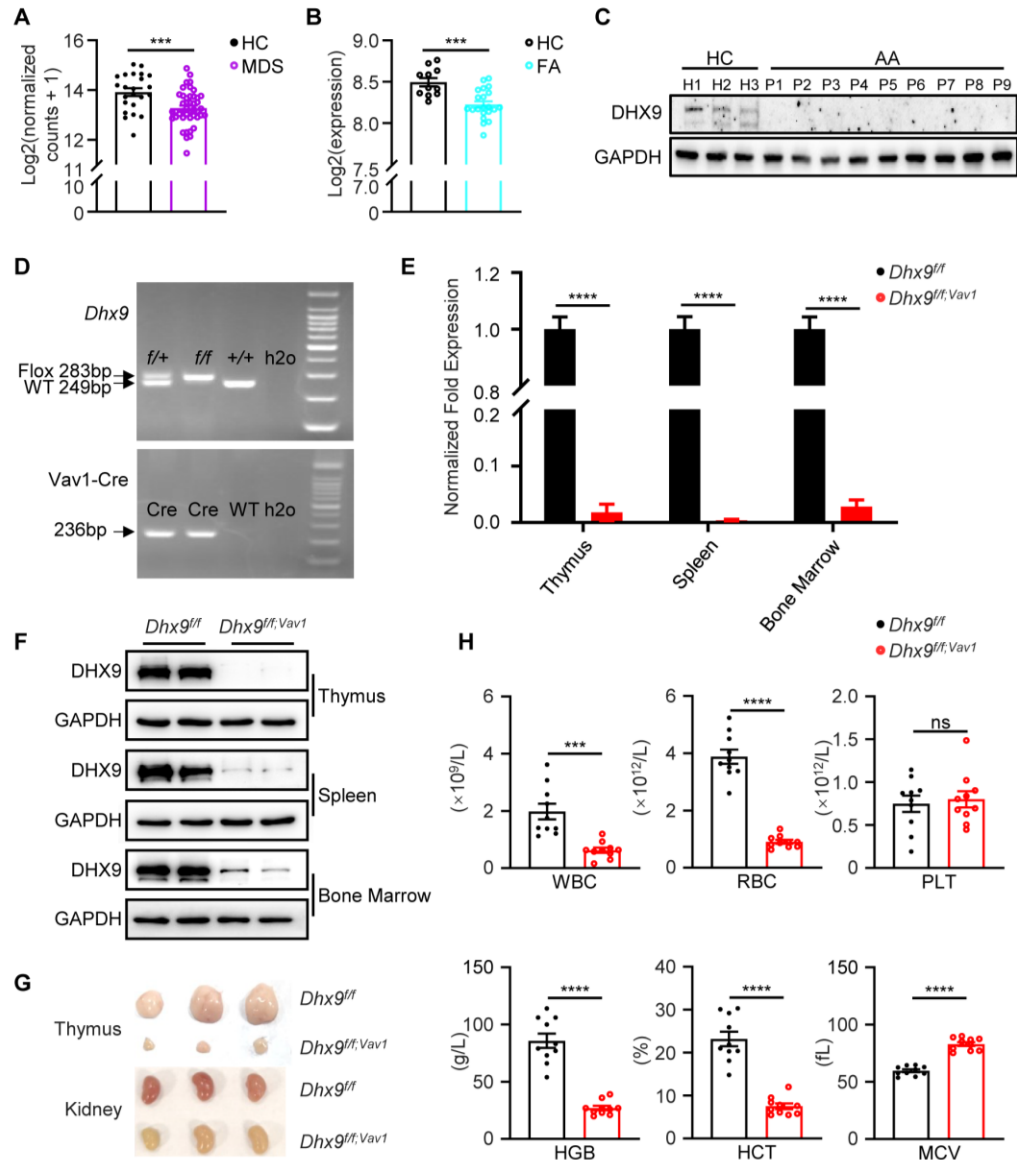

**Figure S1. Generation of hematopoietic-specific *Dhx9* conditional knockout mice, related to Figure 1.**

(A) RNA-seq data of CD34<sup>+</sup> cells from healthy controls (HC) (n = 23) and myelodysplastic syndromes (MDS) (n = 44) patients were obtained from the GEO database (GSE111085).

(B) mRNA expression profiles of BM cells from healthy controls and patients with fanconi anemia (FA) were obtained using the Affymetrix GPL96 microarray platform (GSE16334).

(C) Western blot showing DHX9 protein expression in BM samples from healthy controls (HC) and patients with aplastic anemia (AA).

(D) PCR Genotyping.

(E) qRT-PCR analysis to evaluate the deletion efficiency of *Dhx9* at the mRNA level. qRT-PCR primer pairs are designed and used for qRT-PCR analysis (n = 4).

(F) Western blot analysis of thymus, spleen and BM cells to confirm the DHX9 knockout efficiency at the protein level.

(G) Representative images showing smaller thymus and pale kidney from *Dhx9*<sup>fl/fl</sup>;Vav1 mice (n = 3).

(H) Blood counts. White blood cell (WBC), red blood cell (RBC) and platelet (PLT) counts, hemoglobin (HGB), hematocrit (HCT) and mean corpuscular volume (MCV) were assessed within 2 weeks in control and *Dhx9* cKO mice ( $n = 10$ ).

All mice used in the experiments were 7–14 days old. The data are presented as the mean  $\pm$  SEM. \*\*\* $P < 0.001$ ; \*\*\*\* $P < 0.0001$ ; ns, not statistically significant; unpaired two-tailed Student's  $t$ -test.

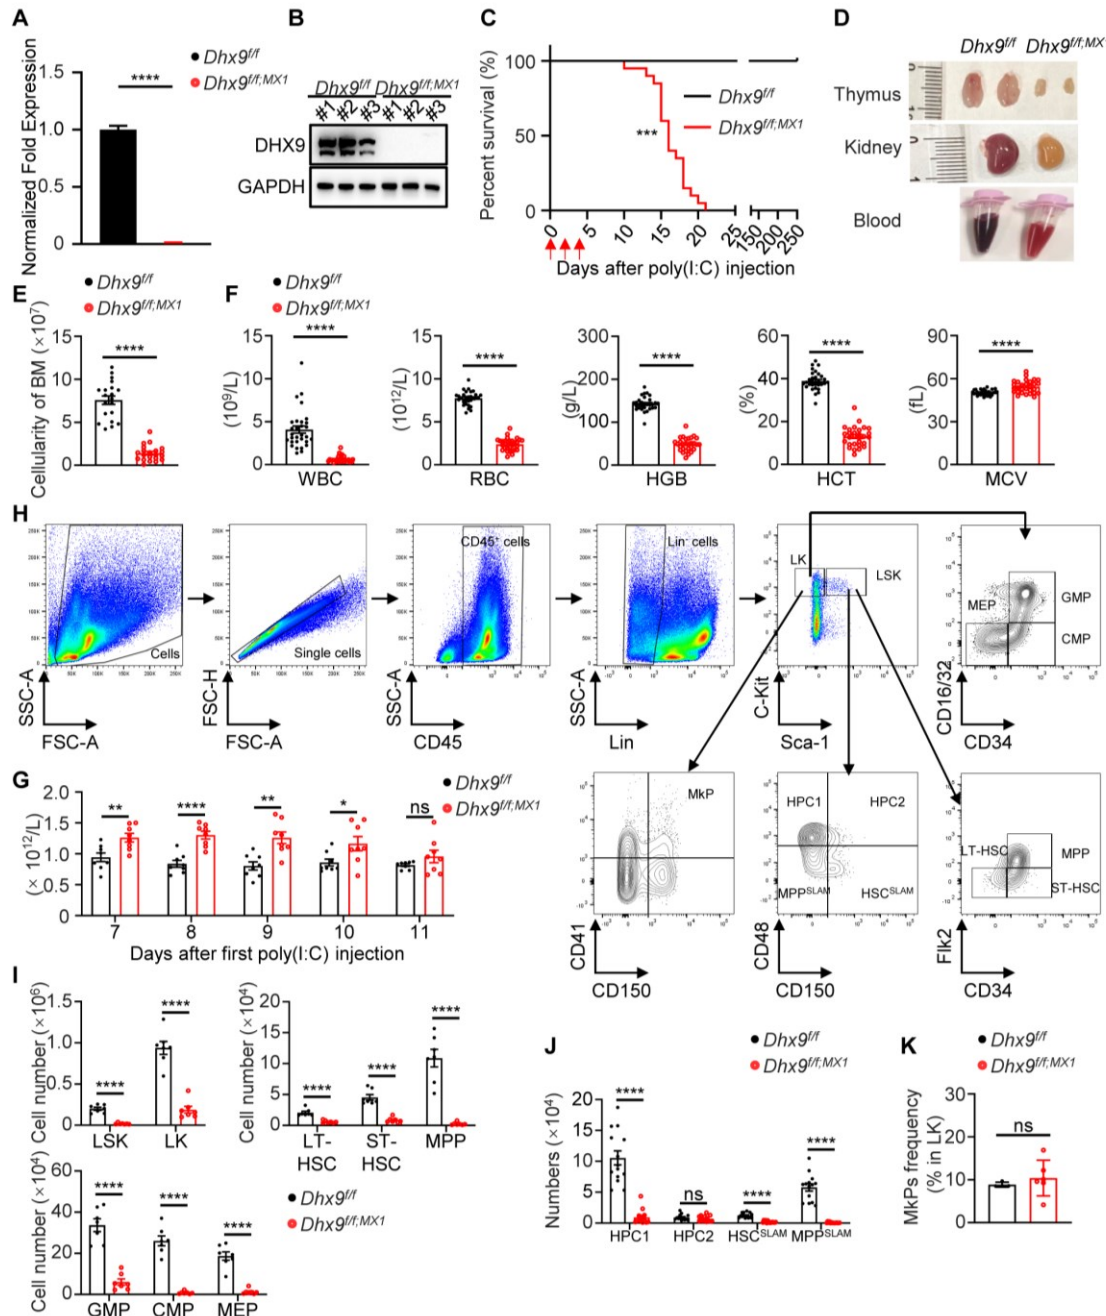

**Figure S2. *Dhx9<sup>ff</sup>;MX1* mice have the similar phenotypes to *Dhx9<sup>ff</sup>;Vav1* mice, related to Figure 2.**

- (A) qRT-PCR analysis of *Dhx9* expression in BM cells from *Dhx9<sup>ff</sup>* and *Dhx9<sup>ff</sup>;MX1* mice (n = 4).
- (B) Western blot analysis of DHX9 expression in BM cells from *Dhx9<sup>ff</sup>* and *Dhx9<sup>ff</sup>;MX1* mice (n = 3); GAPDH was used as a loading control.
- (C) Kaplan–Meier survival curve of mice after poly(I:C)-induced *Dhx9* deletion, with red arrows marking the time points of poly(I:C) administration (n = 20).
- (D) Representative images showing smaller thymus, pale kidney and blood from *Dhx9* cKO mice.
- (E) Whole bone-marrow cellularity of *Dhx9<sup>ff</sup>* (n = 20) and *Dhx9<sup>ff</sup>;MX1* mice (n = 21).
- (F) The routine blood parameters of *Dhx9<sup>ff</sup>* (n = 30) and *Dhx9<sup>ff</sup>;MX1* (n = 29) mice.
- (G) Starting seven days after the first poly(I:C) injection, peripheral blood platelet counts were measured daily for five consecutive days (n = 8).
- (H) Representative gating strategies used in FACS analyses for the frequencies of HSCs, LSK cells, and indicated lineage progenitors in mice.
- (I and J) Absolute numbers of different hematopoietic stem and progenitor cell populations in the bone marrow from *Dhx9<sup>ff</sup>* and *Dhx9<sup>ff</sup>;MX1* mice (n ≥ 7).
- (K) The proportion of CD41<sup>+</sup>CD150<sup>+</sup> cells within the LK population was analyzed on day 11 following the first poly(I:C) injection in *Dhx9<sup>ff</sup>* (n = 4) and *Dhx9<sup>ff</sup>;MX1* mice (n = 6).
- All mice used in these experiments except (K) were analyzed seven days after the first poly(I:C) injection. The data are presented as the mean ± SEM. \**P* < 0.05; \*\**P* < 0.01; \*\*\**P* < 0.001; \*\*\*\**P* < 0.0001; ns, not statistically significant; statistical significance was determined using the log-rank test for (C) and unpaired two-tailed Student's *t*-test for (A), (E-G) and (I-K).

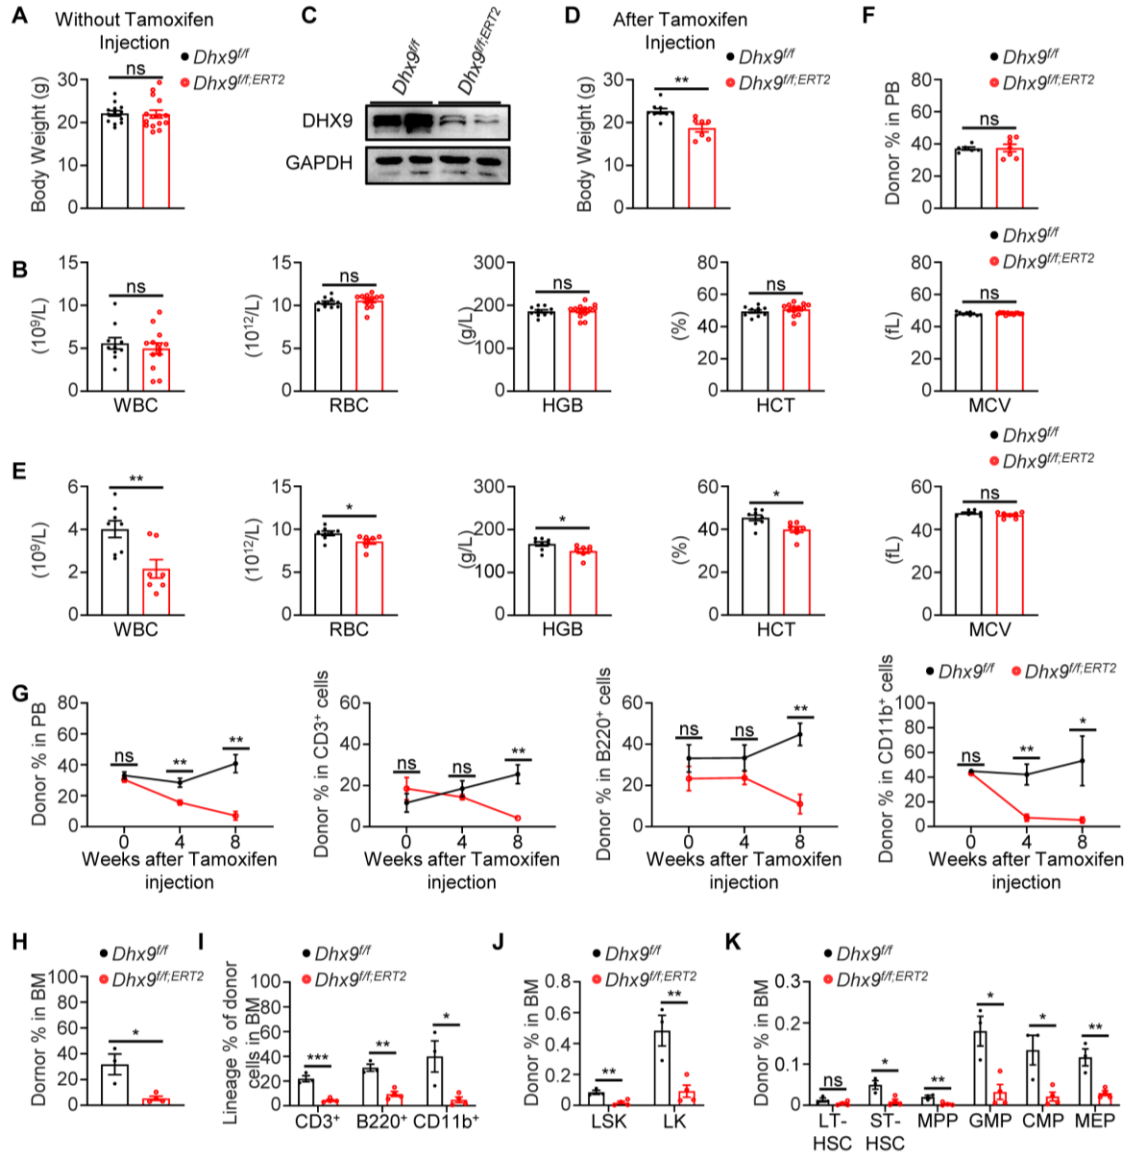

**Figure S3. DHX9 sustains HSC for long-term hematopoiesis, related to Figure 3.**

(A) Body weights of *Dhx9<sup>fl/fl</sup>* (n = 13) and *Dhx9<sup>fl/fl</sup>;ERT2* (n = 15) mice without tamoxifen injection. (B) PB analysis of *Dhx9<sup>fl/fl</sup>* (n = 10) and *Dhx9<sup>fl/fl</sup>;ERT2* (n = 13) mice without tamoxifen injection. (C) Western blot analysis of DHX9 expression in BM cells from *Dhx9<sup>fl/fl</sup>* and *Dhx9<sup>fl/fl</sup>;ERT2* mice after tamoxifen injection. (D) Body weights of *Dhx9<sup>fl/fl</sup>* (n = 9) and *Dhx9<sup>fl/fl</sup>;ERT2* (n = 7) mice after tamoxifen injection. (E) PB analysis of *Dhx9<sup>fl/fl</sup>* (n = 8) and *Dhx9<sup>fl/fl</sup>;ERT2* (n = 7) mice after tamoxifen injection. (F) Donor chimerism in the PB of recipient mice was measured at four weeks after BMT without tamoxifen injection, and the results are graphed. *Dhx9<sup>fl/fl</sup>* (n = 6) and *Dhx9<sup>fl/fl</sup>;ERT2* (n = 7). (G to K) The contributions of CD45.2<sup>+</sup> donor-derived cells in total CD45<sup>+</sup>, T (CD3<sup>+</sup>), B (B220<sup>+</sup>) and myeloid (CD11b<sup>+</sup>) cells from PB (G) or BM (H, I) and LSK, LK, HSC and other hematopoietic populations in the BM (J, K) were analyzed in primary recipients after tamoxifen injection. *Dhx9<sup>fl/fl</sup>* (n = 3) and *Dhx9<sup>fl/fl</sup>;ERT2* (n = 4).

The mice shown in (C, D and E) were used two weeks after the first tamoxifen injection. The data are presented as the mean  $\pm$  SEM. \**P* < 0.05; \*\**P* < 0.01; \*\*\**P* < 0.001; ns, not statistically significant; unpaired two-tailed Student's *t*-test.

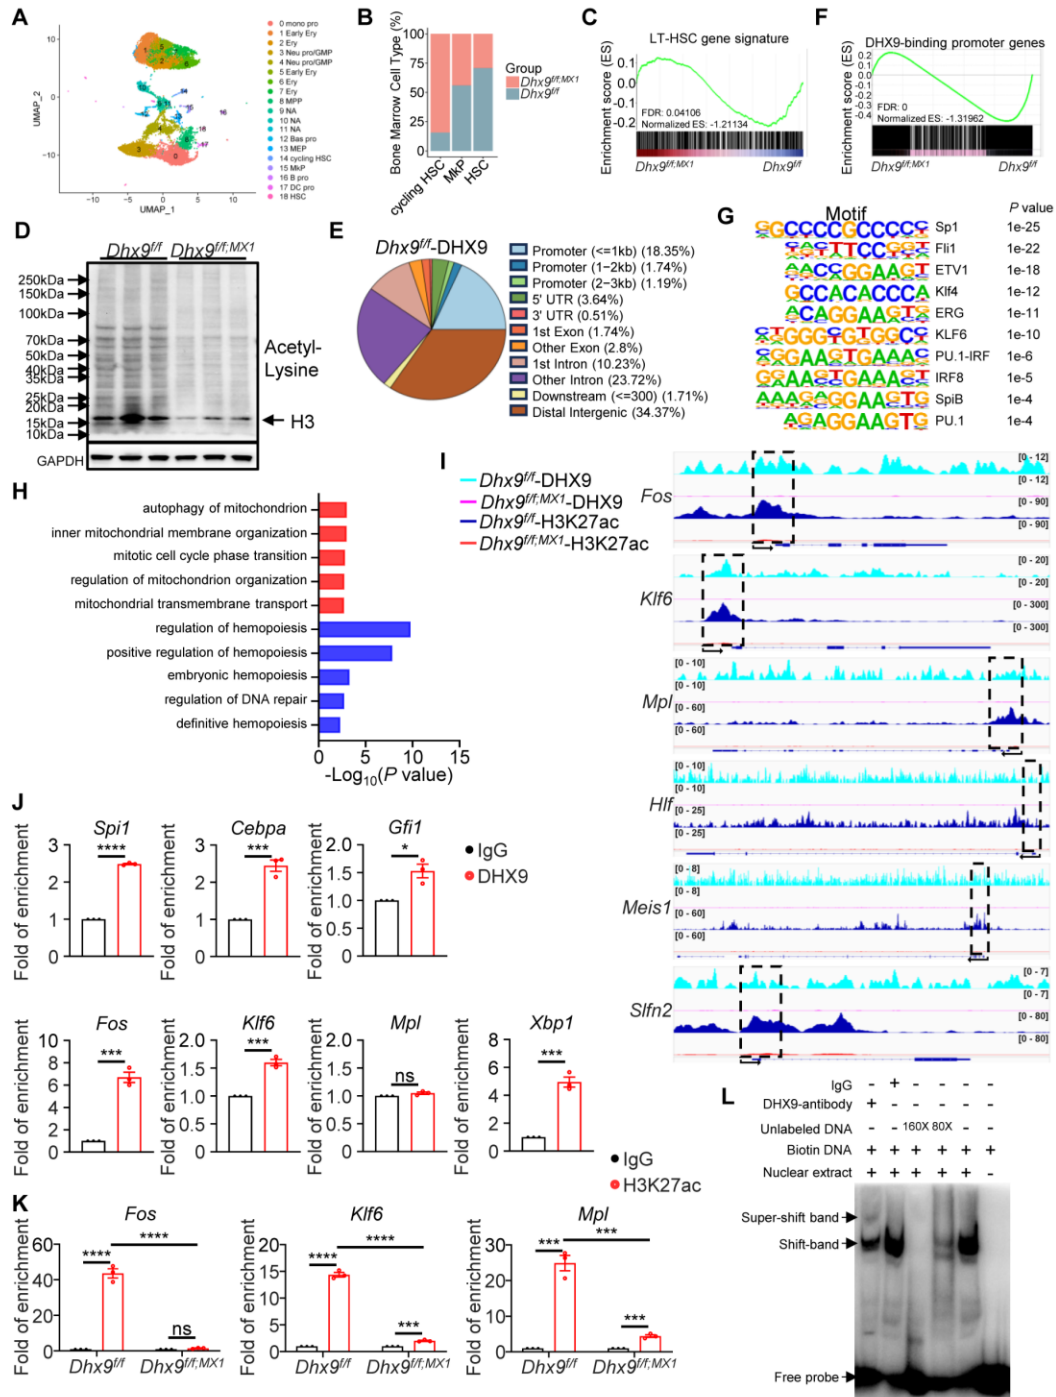

**Figure S4. DHX9 promotes histone acetylation for transcriptional activation, related to Figure 5.** (A) UMAP representation of scRNA-seq data from combined Lin<sup>c</sup>-Kit<sup>+</sup> cells from BM of *Dhx9*<sup>fl/fl</sup> and *Dhx9*<sup>fl/fl</sup>MX1 mice.

(B) Proportion of *Dhx9<sup>ff</sup>* and *Dhx9<sup>ff;MX1</sup>* cells within each annotated cluster.

(C) GSEA was performed using genes ranked by log<sub>2</sub> fold change between *Dhx9<sup>ff;MX1</sup>* and *Dhx9<sup>ff</sup>* HSC cluster cells. ES, enrichment score; FDR, false discovery rate.

(D) Western blot analyses of pan-lysine acetylation in TNCs from BM of *Dhx9<sup>ff</sup>* and *Dhx9<sup>ff;MX1</sup>* mice.

(E) Pie chart showing genomic annotation of DHX9-associated peaks around genes.

(F) Leading edge plot showing the enrichment of genes associated with DHX9-binding promoter genes in the RNA-seq data from *Dhx9<sup>ff</sup>* and *Dhx9<sup>ff;MX1</sup>* BM Lin<sup>-</sup> cells. ES, enrichment score; FDR, false discovery rate.

(G) Transcription factor motifs analysis enriched in DHX9-enriched promoter peak genes.

(H) Pathway analysis of genes associated with H3K27ac downregulated (blue) or upregulated (red) regions in *Dhx9<sup>ff;MX1</sup>* Lin<sup>-</sup> cells.

(I) IGV genome browser tracks showing ChIP-seq data for DHX9 (*Dhx9<sup>ff</sup>* Lin<sup>-</sup> cells)–, DHX9 (*Dhx9<sup>ff;MX1</sup>* Lin<sup>-</sup> cells)–, H3K27ac (*Dhx9<sup>ff</sup>* Lin<sup>-</sup> cells)–, and H3K27ac (*Dhx9<sup>ff;MX1</sup>* Lin<sup>-</sup> cells)–bound promoter regions of hematopoiesis-related genes.

(J) ChIP-qPCR analysis of DHX9-bound sites in hematopoiesis-related gene promoters in *Dhx9<sup>ff</sup>* Lin<sup>-</sup> cells (n = 3).

(K) ChIP-qPCR analysis of H3K27ac-bound sites in hematopoiesis-related gene promoters with or without *Dhx9* (n = 3).

(L) Super-shift electrophoretic mobility shift assay (EMSA) for the analysis of DHX9 binding on Xbp1 promoter region (n = 3), with data obtained from three independent experiments.

The data are presented as the mean ± SEM. \**P* < 0.05; \*\*\**P* < 0.001; \*\*\*\**P* < 0.0001; ns, not statistically significant; unpaired two-tailed Student's *t*-test.

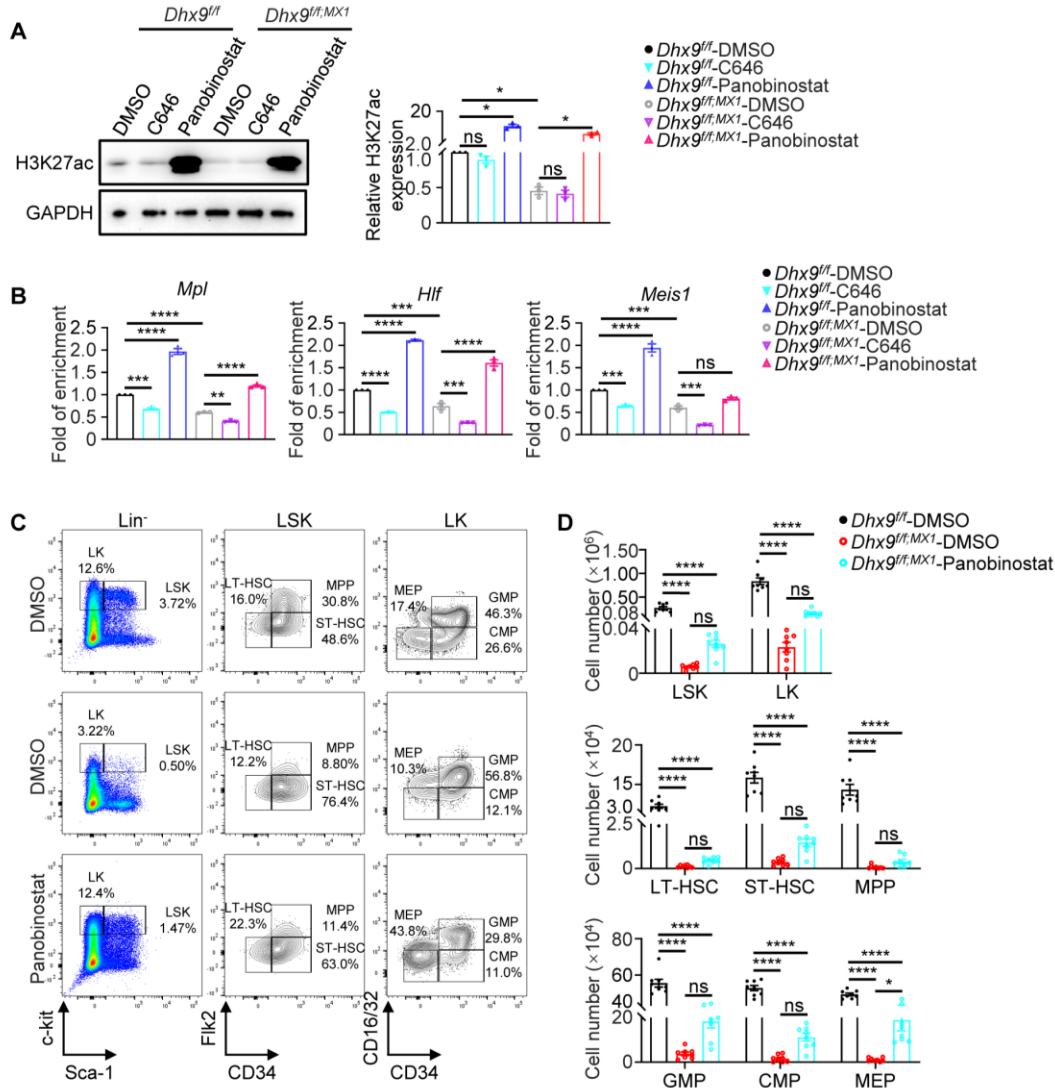

**Figure S5. Increasing the level of H3K27ac partially rescue *Dhx9*-deficient HSCs in mice, related to Figure 5.**

(A) BM cells isolated from *Dhx9<sup>fl/fl</sup>* or *Dhx9<sup>fl/fl</sup>;MX1* mice were treated with 40  $\mu$ M C646 or 20 nM panobinostat for 48 h, then cells were lysed and subjected to immunoblotting analysis (left panel, n=3). The right panel shows the quantitative data of H3K27ac signal from three independent experiments.

(B) qRT-PCR analysis of hematopoiesis-related genes in *Dhx9<sup>fl/fl</sup>* or *Dhx9<sup>fl/fl</sup>;MX1* hematopoietic cells after treated with C646 or panobinostat (n = 3).

(C) Representative gating strategies used in FACS analyses for the frequencies of HSCs, LSK cells, and indicated lineage progenitors in mice following DMSO or 5 mg/kg panobinostat treatment.

(D) Absolute numbers of HSPC populations in the bone marrow of DMSO- or 5 mg/kg panobinostat-treated mice (n = 8).

The data are presented as the mean  $\pm$  SEM. \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ ; \*\*\*\* $P < 0.0001$ ; ns, not statistically significant; one-way ANOVA with Tukey's test (A, B and D).

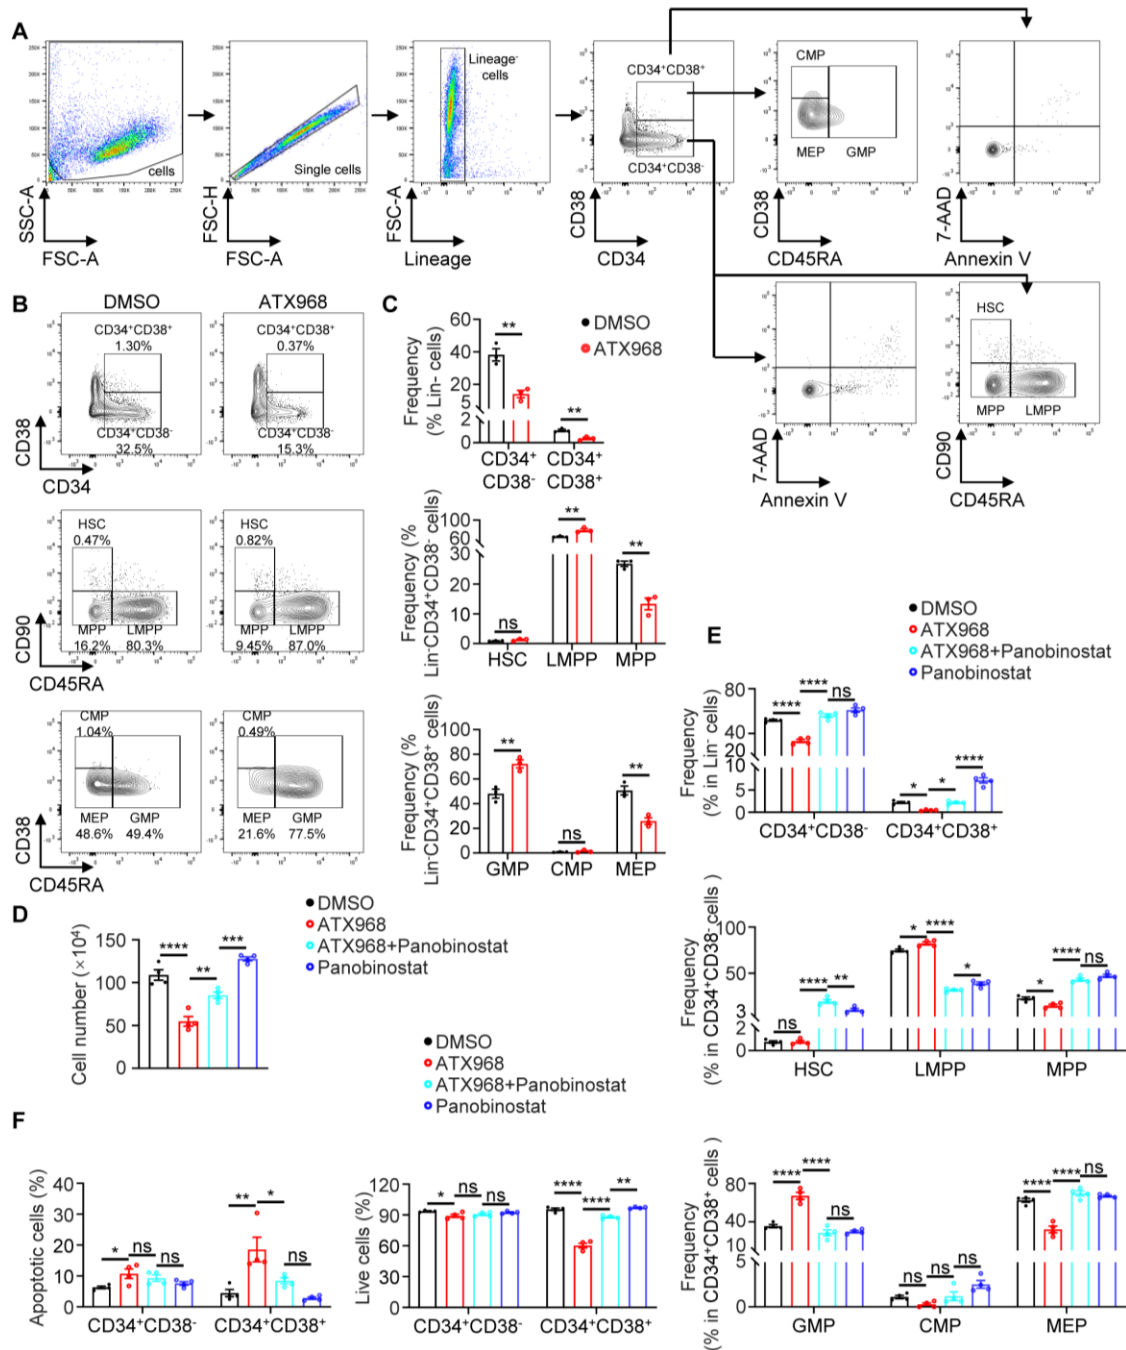

**Figure S6. Inhibition of DHX9 in umbilical cord blood compromises HSC survival, related to Figure 6.**

(A) Representative FACS gating strategies used to analyze the frequencies of HSCs and indicated lineage progenitors in human UCB cells.

(B and C) Representative FACS plots (B) and frequencies (C) of HSCs and indicated lineage progenitors in UCB CD34+ cells following 6-day treatment with DMSO or ATX968 (n = 3).

(D) Total cell counts in UCB CD34+ cells following 6-day treatment with DMSO, 40  $\mu$ M ATX968, and/or 1 nM panobinostat (n = 4).

(E) Frequencies of HSCs and indicated lineage progenitors in UCB CD34<sup>+</sup> cells following 6-day treatment with DMSO, 40  $\mu$ M ATX968, and/or 1 nM panobinostat (n = 4).

(F) Apoptotic cell ratios of CD34<sup>+</sup>CD38<sup>-</sup> and CD34<sup>+</sup>CD38<sup>+</sup> populations in UCB CD34<sup>+</sup> cells after 6-day treatment with DMSO, 40  $\mu$ M ATX968, and/or 1 nM panobinostat (n = 4).

The data are presented as the mean  $\pm$  SEM. \* $P$  < 0.05; \*\* $P$  < 0.01; \*\*\* $P$  < 0.001; \*\*\*\* $P$  < 0.0001; ns, not statistically significant; unpaired two-tailed Student's  $t$ -test (C), one-way ANOVA with Tukey's test (D-F).

**Table S1. List of qRT-PCR primers used in this study.**

|              | <b>Forward</b>          | <b>Reverse</b>         |
|--------------|-------------------------|------------------------|
| <i>Gapdh</i> | CTTCATTGACCTCAACTACATGG | CTCGCTCCTGGAAGATGGTGAT |
| <i>Dhx9</i>  | GTTCTTTCGCCGTTCTCGTG    | GGTGTCTTCTTCACACCCTCC  |
| <i>Spi1</i>  | GACCAGGAACGAGAGCCATC    | TCTGCAGCTCTGTGAAGTGG   |
| <i>Cebpa</i> | CAAGAACAGCAACGAGTACCG   | GTCACTGGTCAACTCCAGCAC  |
| <i>Gfi1</i>  | CCCTTTGCGTGCGAGATGT     | CAGCGTGGATGACCTCTTGAA  |
| <i>Fos</i>   | TTTCAACGCCGACTACGAGG    | TCTGCGCAAAGTCCTGTGT    |
| <i>Hlf</i>   | TTCCCGATGATTTGAAGCAGGA  | CCGGATTGCGATCTGGTTCT   |
| <i>Meis1</i> | AAGGTGATGGCTTGGACAAC    | TGTGCCAACTGCTTTTTCTG   |
| <i>Xbp1</i>  | TCCGCAGCACTCAGACTATG    | TGCCCAAAGGATATCAGACTCA |
| <i>Klf6</i>  | GAAAGCACATCAGCGCACTC    | GACCTGGAGAAACACCTGTCA  |
| <i>Mpl</i>   | TTGTGGATAGTGTGGGCCTG    | CCATAGCGGAGTTCATGCCT   |
| <i>Slfn2</i> | AACCACAGAACTCAGAGGAATG  | GCTCCGAGATTTAGACCCAGC  |

**Table S2. List of ChIP-qPCR primers used in this study.**

|                    | <b>Forward</b>       | <b>Reverse</b>       |
|--------------------|----------------------|----------------------|
| ChIP- <i>Spi1</i>  | CTGCTTCGACTTCCCCCTTT | ACTCACCTCTCGTTCCTGGT |
| ChIP- <i>Cebpa</i> | GGTGGTGTCCCGAACACTTG | CAGGCCAGAGCGATAGGATT |
| ChIP- <i>Gfi1</i>  | TCAGCTTCGTTGGGCGTATT | GTCCGCAGAAAGAAACCTGC |
| ChIP- <i>Fos</i>   | AATCCTACACGCGGAAGGTC | GCGCTCTGTCTCAACTCTA  |
| ChIP- <i>Xbp1</i>  | GCCTTCACGGATATCGCTCT | CCCGTTGCGTCATATGCTTC |
| ChIP- <i>Klf6</i>  | CCGAGTTCGAATTGCACCAA | ATGTCAGCTCGCACCAATCG |
| ChIP- <i>Mpl</i>   | ACACAGTGCCGGAGAAGATG | TGGTGACTTGTGCCTGGTTT |

**Table S3. Key resources table.**

| REAGENT OR RESOURCE                               | SOURCE                    | IDENTIFIER                        |
|---------------------------------------------------|---------------------------|-----------------------------------|
| Antibodies                                        |                           |                                   |
| Rabbit monoclonal anti-GAPDH                      | Cell Signaling Technology | Cat# 2118; RRID:AB_561053         |
| Rabbit polyclonal anti-DHX9                       | Abcam                     | Cat# ab26271; RRID:AB_777725      |
| Rabbit polyclonal anti-DHX9                       | Abcam                     | Cat# ab70777; RRID:AB_1270326     |
| Rabbit monoclonal anti-H3K9ac                     | Cell Signaling Technology | Cat# 9649; RRID:AB_823528         |
| Rabbit polyclonal anti-H3K27ac                    | Abcam                     | Cat# ab4729; RRID:AB_2118291      |
| Rabbit monoclonal anti-IgG                        | Cell Signaling Technology | Cat# 3900; RRID:AB_1550038        |
| Rabbit monoclonal anti-HA                         | Cell Signaling Technology | Cat# 3724; RRID:AB_1549585        |
| Rabbit monoclonal anti-CBP                        | Cell Signaling Technology | Cat# 7389; RRID:AB_2616020        |
| Mouse monoclonal anti-p300                        | Santa Cruz Biotechnology  | Cat# sc-32244; RRID:AB_628076     |
| Alexa Fluor™ Plus 647 anti-rabbit IgG             | Thermo Fisher Scientific  | Cat# A32733; RRID:AB_2633282      |
| Alexa Fluor™ 488 anti-mouse IgG                   | Thermo Fisher Scientific  | Cat# A11029; RRID:AB_2534088      |
| DAPI Solution                                     | BD Biosciences            | Cat# 564907; RRID:AB_2869624      |
| FITC anti-mouse Lineage Cocktail                  | BioLegend                 | Cat# 133301; RRID: AB_10697030    |
| Brilliant Violet 510™ anti-mouse CD45             | BioLegend                 | Cat# 103138; RRID:AB_312973       |
| PE/Cyanine7 anti-mouse CD45.1                     | BioLegend                 | Cat# 110730; RRID:AB_1134168      |
| Alexa Fluor® 700 anti-mouse CD45.2                | BioLegend                 | Cat# 109822; RRID:AB_493731       |
| APC anti-mouse c-kit                              | BioLegend                 | Cat# 105812; RRID:AB_313221       |
| PE/Cyanine7 anti-mouse c-kit                      | BD Biosciences            | Cat# 558163; RRID:AB_647250       |
| Pacific Blue™ anti-mouse Sca-1                    | BioLegend                 | Cat# 122520; RRID:AB_2143237      |
| Alexa Fluor 700 anti-mouse CD34                   | eBioscience               | Cat# 56-0341-82; RRID: AB_493998  |
| PE-CF594 anti-Mouse Flk2                          | BD Biosciences            | Cat# 562537; RRID: AB_2737639     |
| PE/Cy7 anti-mouse CD150                           | BioLegend                 | Cat# 115914; RRID:AB_439797       |
| FITC anti-mouse CD48                              | BioLegend                 | Cat# 103404; RRID:AB_313019       |
| APC anti-mouse CD48                               | BioLegend                 | Cat# 103411; RRID: AB_571996      |
| FITC anti-mouse CD16/32                           | BioLegend                 | Cat# 101306; RRID:AB_312805       |
| PE anti-mouse B220                                | BioLegend                 | Cat# 103208; RRID:AB_312993       |
| PE anti-mouse CD3e                                | BioLegend                 | Cat# 100308; RRID:AB_312673       |
| PE anti-mouse CD2                                 | BioLegend                 | Cat# 100108; RRID:AB_2073690      |
| PE anti-mouse Gr-1                                | BioLegend                 | Cat# 108408; RRID:AB_313373       |
| PE anti-mouse Ter-119                             | BioLegend                 | Cat# 116208; RRID:AB_313709       |
| PE anti-Mouse CD41                                | BD Biosciences            | Cat# 558040; RRID:AB_397004       |
| eFluor 450 anti-mouse CD3                         | eBioscience               | Cat# 48-0032-82; RRID: AB_1272193 |
| FITC anti-mouse/human CD11b                       | BioLegend                 | Cat# 101206; RRID:AB_312789       |
| Alexa Fluor® 488 anti-mouse/human Ki-67           | BioLegend                 | Cat# 151204; RRID:AB_2566800      |
| Alexa Fluor® 488 anti-H2A.X Phospho (Ser139)      | BioLegend                 | Cat# 613405; RRID:AB_528914       |
| Brilliant Violet 510™ anti-human Lineage Cocktail | BioLegend                 | Cat# 348807; RRID:AB_3097689      |
| BV421 anti-human CD34                             | BD Biosciences            | Cat# 562577; RRID:AB_2687922      |

|                                                          |                       |                                   |
|----------------------------------------------------------|-----------------------|-----------------------------------|
| Brilliant Violet 605™ anti-human CD90 (Thy1)             | BioLegend             | Cat# 328128; RRID:AB_2562281      |
| APC anti-human CD38                                      | eBioscience           | Cat# 17-0389-42; RRID:AB_1834353  |
| APC-eFluor™ 780 anti-human CD45RA                        | eBioscience           | Cat# 47-0458-42; RRID:AB_10853641 |
| Chemicals, peptides, and recombinant proteins            |                       |                                   |
| ACK lysis buffer                                         | Gibco                 | Cat# A1049201                     |
| TRIzol                                                   | Invitrogen            | Cat# 15596018CN                   |
| Protease inhibitor cocktail                              | Sigma-Aldrich         | Cat# 11873580001                  |
| DMSO                                                     | Sigma                 | Cat# D2650                        |
| poly (I:C)                                               | Sigma                 | Cat# P1530                        |
| Tamoxifen                                                | Sigma                 | Cat# T5648                        |
| C646                                                     | Sigma                 | Cat# 382113                       |
| Panobinostat                                             | Selleckchem           | Cat# LBH589                       |
| ATX968                                                   | TargetMol             | Cat# T82568                       |
| Protein G Sepharose 4 Fast Flow                          | GE Health             | Cat# 17-0618-01                   |
| StemSpan™ SFEM II                                        | StemCell Technologies | Cat# 09655                        |
| Methocult GF M3434                                       | StemCell Technologies | Cat# 03434                        |
| MethoCult™ H4435                                         | StemCell Technologies | Cat# 04435                        |
| Murine SCF                                               | Peprtech              | Cat# 250-03                       |
| Murine IL3                                               | Peprtech              | Cat# 213-13                       |
| Murine FLT3L                                             | Peprtech              | Cat# 250-31L                      |
| Murine IL6                                               | Peprtech              | Cat# 216-16                       |
| Human SCF                                                | Peprtech              | Cat# 300-07-10UG                  |
| Human FLT3L                                              | Peprtech              | Cat# 300-19-10UG                  |
| Human TPO                                                | Peprtech              | Cat# 300-18-10UG                  |
| Human IL3                                                | Peprtech              | Cat# 200-03-10UG                  |
| Human IL6                                                | Peprtech              | Cat# 200-06-20UG                  |
| Fetal Bovine Serum                                       | Bioind                | Cat# 04-001-1A                    |
| Polyethylenimine                                         | Polysciences          | Cat# 23966                        |
| Critical commercial assays                               |                       |                                   |
| Human CD34 MicroBead Kit                                 | Miltenyi Biotec       | Cat# 130-046-702                  |
| Lineage Cell Depletion Kit mouse                         | Miltenyi Biotec       | Cat# 130-090-858                  |
| CD117 MicroBeads, Miltenyi Biotec                        | Miltenyi Biotec       | Cat# 130-091-224                  |
| FITC Annexin V Apoptosis Detection Kit with 7-AAD        | BioLegend             | Cat# 640922                       |
| Foxp3/Transcription Factor Staining Buffer Set           | eBioscience           | Cat# 00-5523                      |
| Taq Pro Universal SYBR qPCR Master Mix                   | Vazyme                | Cat# Q712-03                      |
| PrimeScript™ RT Master Mix                               | Takara                | Cat# RR036A                       |
| CellROX® Oxidative Stress Reagents                       | Invitrogen            | Cat# C10444                       |
| Hyperactive Universal CUT&Tag Assay Kit for Illumina Pro | Vazyme                | Cat# TD904-01                     |
| Immobilon Western Chemiluminescent HRP Substrate         | Millipore             | Cat# WBKLS0500                    |
| Pierce™ BCA Protein Assay Kits                           | Thermo Fisher         | Cat# 23225                        |

## **Supplemental methods**

### **293T transient transfection**

293T cells (HyCyte, TCH-C101) were cultured in DMEM supplemented with 10% FBS and 1% penicillin-streptomycin. The plasmids pLVX-DHX9-IRES-ZsGreen and pEnCMV-CREBBP-HA-SV40-Neo (MiaoLing Biology, P29740) were co-transfected using polyethylenimine.

### **Cell apoptosis, cell cycle and DNA damage staining**

Briefly, for cell apoptosis analysis, stained HSPCs were stained for 15 min with the FITC-labeled Annexin V and 7-AAD Viability Staining Solution in Annexin V binding buffer. For nuclear protein staining, stained HSPCs were further fixed and permeabilized using a Cytofix/Cytoperm kit. For cell cycle analysis, cells were stained with an anti-Ki67 antibody and DAPI. For DNA damage analysis, cells were stained with anti- $\gamma$ H2A.X antibody.

### **Determination of reactive oxygen species (ROS) generation**

Briefly, BM cells from WT or *Dhx9<sup>ff/MX1</sup>* mice were harvested and stained with HSPCs markers, including lineage cocktail, antibodies against CD45, Sca-1, CD34, Flk2, c-Kit. For analysis of ROS, cells were stained with 5  $\mu$ M CellRox in 1 $\times$  Phosphate buffer saline (PBS) at 37°C for 30 minutes, and then resuspended in warm PBS to assess the ROS intermediate levels.

### **Colony-forming unit assay**

Freshly isolated mouse Lin<sup>-</sup>c-Kit<sup>+</sup> cells ( $2 \times 10^3$  cells) and human UCB CD34<sup>+</sup> cells ( $4 \times 10^4$  cells) were suspended in 100  $\mu$ L IMDM supplemented with 2% FBS and plated in 1 mL of methylcellulose-based medium. Mouse BM cells were cultured in MethoCult™ GF M3434, while UCB CD34<sup>+</sup> cells were cultured in MethoCult™ GF H4435 with either DMSO or ATX968 (40  $\mu$ M). All samples were cultured in triplicate and incubated at 37°C with 5% CO<sub>2</sub> and  $\geq$  95% humidity for 12 days. Hematopoietic colonies were counted under an inverted microscope. For both mouse and UCB samples, the mean of triplicates was used for final statistical analyses.

### **Confocal imaging**

Lin<sup>-</sup> BM cells were placed on glass slides. The cells were fixed with 4% paraformaldehyde for 15 min at RT, washed with PBS and then permeabilized with 0.3% Triton X-100 for 10 min. After being blocked with 5% BSA for 1 h at RT, cells were stained overnight at 4°C with primary antibodies, followed by incubation with secondary antibodies for 1 h at RT. The primary antibodies were anti-DHX9, anti-p300, anti-H3K27ac. The secondary antibodies were goat anti-mouse Alexa Fluor™ 488 and/or goat anti-rabbit Alexa Fluor™ Plus 647. After washing, cells mounted with DAPI. Fluorescence was examined using a confocal microscope (Zeiss, LSM800) and staining intensity was quantified by ImageJ program.

### **Primary cell culture and chemical treatment**

In mice, total BM cells were harvested and cultured in HSC expansion media consisting of StemSpan SFEM supplemented with murine 50 ng/ml SCF, 20 ng/ml Flt-3 ligand, 10 ng/ml IL-3, and 10 ng/ml IL-6 after a quick RBC lysis. C646 and the HDACi panobinostat were used in BM cells at 40 μM and 20 nM respectively.

All umbilical cord blood units used were obtained under the approval of the Ethics Committee of the First Affiliated Hospital of USTC (2023-RE-388). Human UCB CD34<sup>+</sup> cells were isolated using the human CD34 MicroBead Kit. These cells were cultured in HSC expansion media consisting of StemSpan SFEM supplemented with human 100 ng/ml SCF, 100 ng/ml Flt-3 ligand, 50 ng/ml thrombopoietin, 10 ng/ml IL-3, and 10 ng/ml IL-6. DHX9 specific inhibitor ATX968 and HDACi panobinostat were used in CD34<sup>+</sup> cord blood cells at 40 μM and 1 nM respectively.

### **Protein extraction and immunoblot analysis**

Human BM samples were obtained under the approval of the Ethics Committee of the First Affiliated Hospital of USTC (2023-RE-307). Cells were harvested by centrifugation at 500 × g for 5 min, washed with cold PBS and lysed in NP-40 lysis buffer supplemented with 1% protease inhibitor cocktail on ice for 30 min, then centrifuged at 12000 × g for 15 min at 4°C to harvest the supernatant. Protein concentration was measured using a Nanophotometer (IMPLEN, NP80) with a BCA protein assay kit. Furthermore, equal amounts of protein extracts were fractionated on 4%~12% gradient SDS-PAGE gels and transferred to PVDF membranes. The blots were blocked with 5% nonfat milk at RT for 1 hour and then incubated with

primary antibodies overnight at 4°C. After incubation, membranes were washed with TBST, and then incubated with secondary antibody for 1 h at RT. Bands were captured using the FluorChem M system (ProteinSimple, USA).

For immunoprecipitation, 293T cells were collected at 48 h after transfection using lysis buffer [containing 50 mM Tris-HCl, (pH 7.4), 150 mM NaCl, 2 mM EDTA, 5% glycerol, and 0.5% NP-40] supplemented with PMSF and a protease inhibitor cocktail. The lysates were diluted to approximately 1 mg/ml with lysis buffer, 500 µg of the total cell lysate was incubated with the indicated antibody overnight at 4°C, protein A/G-Sepharose beads were added, and the mixture was further incubated for 1.5 h at 4°C. After centrifugation at 12000 × g for 30 s, the beads were washed 6 times with cell lysis buffer before analysis. The primary antibodies used in this study including anti-GAPDH, anti-DHX9, anti-H3K27ac, anti-H3K9ac, anti-HA, anti-CBP and anti-IgG.

#### **RNA isolation and quantitative reverse transcription PCR (qRT-PCR) analysis**

Total RNA was isolated using TRIzol reagent. The cDNA was synthesized using the PrimeScript™ RT Master Mix and subjected to qPCR with SYBR Green qPCR Master Mix. All primers used are listed in Table S1. *Gapdh* was used as an internal normalization control.

#### **CUT&Tag assay and ChIP-qPCR analysis**

CUT&Tag assays were performed according to the manufacturer's instructions. Briefly, prewashed Lin<sup>+</sup> cells were incubated with concanavalin A-coated magnetic beads, incubated with anti-DHX9, anti-H3K27ac, or normal anti-IgG primary antibodies for overnight at 4°C and incubated secondary antibodies at room temperature (RT) for 1 h. After three washes, the samples were incubated with pA/G-Tnp Pro at RT for 1 h. The extracted DNA fragments were subjected to PCR amplification, and then performed high-throughput sequencing. Clean reads were aligned to the mouse genome (GRCm39) via software Bowtie2 (version 2.2.7), and peak calling was done by using MACS3 (version 3.0.0a6). Different peaks were analyzed using edgeR (version 4.0.1) with a false discovery rate (FDR) < 0.05 and an absolute fold change ≥ 2. All libraries were sequenced on the Illumina Novaseq 6000 platform. ChIP-qPCR primers used in this study are listed in Table S2.

### Super-shift electrophoretic mobility shift assay (EMSA)

Nuclear proteins (20 µg) were preincubated in the binding buffer with or without molar excess of unlabeled competitor double-stranded oligonucleotides or anti-DHX9 antibody at room temperature for 10 min. The 5' biotin-TEG-labeled double-stranded DNA (dsDNA) probe corresponding to the XBP1 promoter region (5' - GAACAGCTGTGCAGCCACGCTGGACA - 3') was added, and the incubation was continued for 30 min. DNA-protein complexes were separated from free probes on a 6% native polyacrylamide gel at low temperature and detected by fluorescence imaging to assess binding specificity.

### Single-cell (sc) RNA-seq, data preprocessing, and dimensionality reduction and data analysis

Freshly isolated mouse Lin<sup>-</sup>c-Kit<sup>+</sup> cells with >90% viability were used to generate scRNA-seq libraries using the 10x Genomics Chromium Single Cell 3' v3 kit, followed by sequencing on an Illumina NovaSeq 6000 platform. The raw sequencing reads were de-multiplexed and aligned to the mouse genome (GRCm39) using Cell Ranger (v6.0.2). The resulting gene-cell expression matrices were imported into R (v4.5.1) for downstream analysis using the *Seurat* (v4.3.0) and *SeuratObject* (v4.1.3) packages. Cells expressing fewer than three genes, showing high mitochondrial gene content, or identified as erythrocytes or doublets were removed. Gene expression matrices were normalized and scaled, and highly variable genes were identified for subsequent analyses. Principal component analysis (PCA) was then performed to capture major sources of biological variation, followed by clustering and visualization using the Uniform Manifold Approximation and Projection (UMAP) algorithm. Unsupervised cell clusters were annotated using the *scCATCH* package (v3.3.2), based on reference gene signatures and manually curated marker genes from previous studies ([Dahlin et al., 2018](#); [Kucinski et al., 2024](#); [Poscablo et al., 2024](#); [Rodriguez-Fraticelli et al., 2020](#)).

### Supplemental references

- Dahlin, J.S., Hamey, F.K., Pijuan-Sala, B., Shepherd, M., Lau, W.W.Y., Nestorowa, S., Weinreb, C., Wolock, S., Hannah, R., Diamanti, E., et al. (2018). A single-cell hematopoietic landscape resolves 8 lineage trajectories and defects in Kit mutant mice. *Blood* 131, e1-e11. 10.1182/blood-2017-12-821413.
- Kucinski, I., Campos, J., Barile, M., Severi, F., Bohin, N., Moreira, P.N., Allen, L., Lawson, H., Haltalli, M.L.R., Kinston, S.J., et al. (2024). A time- and single-cell-resolved model of murine bone marrow hematopoiesis. *Cell Stem Cell* 31, 244-259.e210. 10.1016/j.stem.2023.12.001.

- Poscablo, D.M., Worthington, A.K., Smith-Berdan, S., Rommel, M.G.E., Manso, B.A., Adili, R., Mok, L., Reggiardo, R.E., Cool, T., Mogharrab, R., et al. (2024). An age-progressive platelet differentiation path from hematopoietic stem cells causes exacerbated thrombosis. *Cell* 187, 3090-3107.e3021. 10.1016/j.cell.2024.04.018.
- Rodriguez-Fraticelli, A.E., Weinreb, C., Wang, S.W., Migueles, R.P., Jankovic, M., Usart, M., Klein, A.M., Lowell, S., and Camargo, F.D. (2020). Single-cell lineage tracing unveils a role for TCF15 in haematopoiesis. *Nature* 583, 585-589. 10.1038/s41586-020-2503-6.

# Supplementary material for: DHX9 sustains hematopoietic stem cell function in cooperation with H3 acetylation
**Source:** Stem Cell Reports. 2026 Feb 5;21(3):102794. doi: 10.1016/j.stemcr.2026.102794
**Supplement:** Document S2. Article plus supplemental information

# DHX9 sustains hematopoietic stem cell function in cooperation with H3 acetylation

Minhui Shi,<sup>1,3,6</sup> Mengqing Gao,<sup>2,3,6</sup> Huixin Luo,<sup>1,3</sup> Chong Wang,<sup>1</sup> Xueyang Hu,<sup>1</sup> Yacen Xiong,<sup>1</sup> Yan Chen,<sup>1</sup> Xingxing Ren,<sup>4</sup> Shu Zhu,<sup>5</sup> and Huaiping Zhu<sup>1,3,7,\*</sup>

<sup>6</sup>These authors contributed equally

<https://doi.org/10.1016/j.stemcr.2026.102794>

## SUMMARY

Hematopoietic stem cells (HSCs) self-renew to sustain stem cell pools and differentiate into all types of blood cells, whose properties are tightly regulated by epigenetic and transcriptional networks. Here, we identified DHX9 as a critical regulator of HSC maintenance. *Dhx9* deletion caused bone marrow failure and impaired hematopoietic reconstitution in murine primary and secondary transplantation recipients due to loss of HSCs and defective self-renewal capacity. Further investigations revealed that *Dhx9* deficiency led to aberrant cell cycle entry, increased apoptosis, and elevated ROS, which compromise HSC function. Mechanistically, DHX9 interacts with CBP/p300 acetyltransferase and maintains H3 acetylation at hematopoietic gene promoters to facilitate transcription activation. Inhibition of CBP/p300 disrupted their expression, whereas the enhancement of H3K27ac levels partially rescued hematopoietic defects caused by *Dhx9* deficiency in both mouse models and human CD34<sup>+</sup> cells. This study highlights DHX9 as a crucial factor linking epigenetic modifications with transcriptional programs in HSC biology.

## INTRODUCTION

Hematopoietic stem cells (HSCs) can renew themselves and differentiate into all lineages of blood cells throughout their lifetime (Boulais and Frenette, 2015). HSC function is tightly regulated by intrinsic mechanisms and extrinsic cues, which result in an intricate molecular state to balance self-renewal and differentiation (Mendelson and Frenette, 2014; Morrison and Scadden, 2014). Intrinsic factors involved in cellular metabolism, and epigenetic, or transcriptional regulation, have been reported to regulate HSC functions (Dzierzak and Bigas, 2018; Meng et al., 2023; Suda et al., 2011). Epigenetic mechanisms that dictate chromatin accessibility for transcription factors are crucial for cell fate decisions (Butler and Dent, 2013). Previous studies have shown that DNA methylation and histone modification dynamics, such as H3K27ac, H4K16ac, and H3K79me2, are required for HSC self-renewal and differentiation (Meng and Nerlov, 2025).

DEAH-box helicase 9 (DHX9), also known as RNA helicase A (RHA), a member of the DExD/H-box superfamily II of helicases, plays a central role in many cellular processes, including DNA replication, transcription, translation, RNA processing and transport, and maintenance of genomic stability (Ren et al., 2024). Global knockout of

*Dhx9* is embryonic lethal in mice because of a differentiation defect in the embryonic ectoderm during gastrulation (Lee et al., 1998), and embryonic stem cells depleted of *Dhx9* are unable to differentiate (Leone et al., 2017), indicating that DHX9 is critical in early embryonic development. The RHA-1/L1TD1/LIN28 complex promotes the translation of the stem cell factor Oct4 by recruiting RHA-1 into the translation complex in human embryonic stem cells (hESCs) (Närvä et al., 2012), indicating a role for DHX9 in hESC renewal. These data indicate that DHX9 is essential during development. However, the role of DHX9 in HSC biology is unknown.

In this study, a critical role of DHX9 in HSC function was reported in mice with the conditional deletion of *Dhx9*. Deletion of *Dhx9* in hematopoietic cells led to hematopoietic failure of multilineage blood cells. Serial transplantation revealed that *Dhx9* deficiency resulted in impaired HSC reconstitution. We demonstrated that DHX9 promotes histone H3 acetylation at lysines 9 and 27 (K9, K27) at hematopoietic gene loci, possibly through interactions with CBP/p300. Genome-wide analysis via CUT&Tag revealed that H3K27ac signals at promoter regions of hematopoietic genes and regulators were decreased in *Dhx9* knockout cells, which is consistent with their decreased expression according to transcriptomic profiling. Notably,

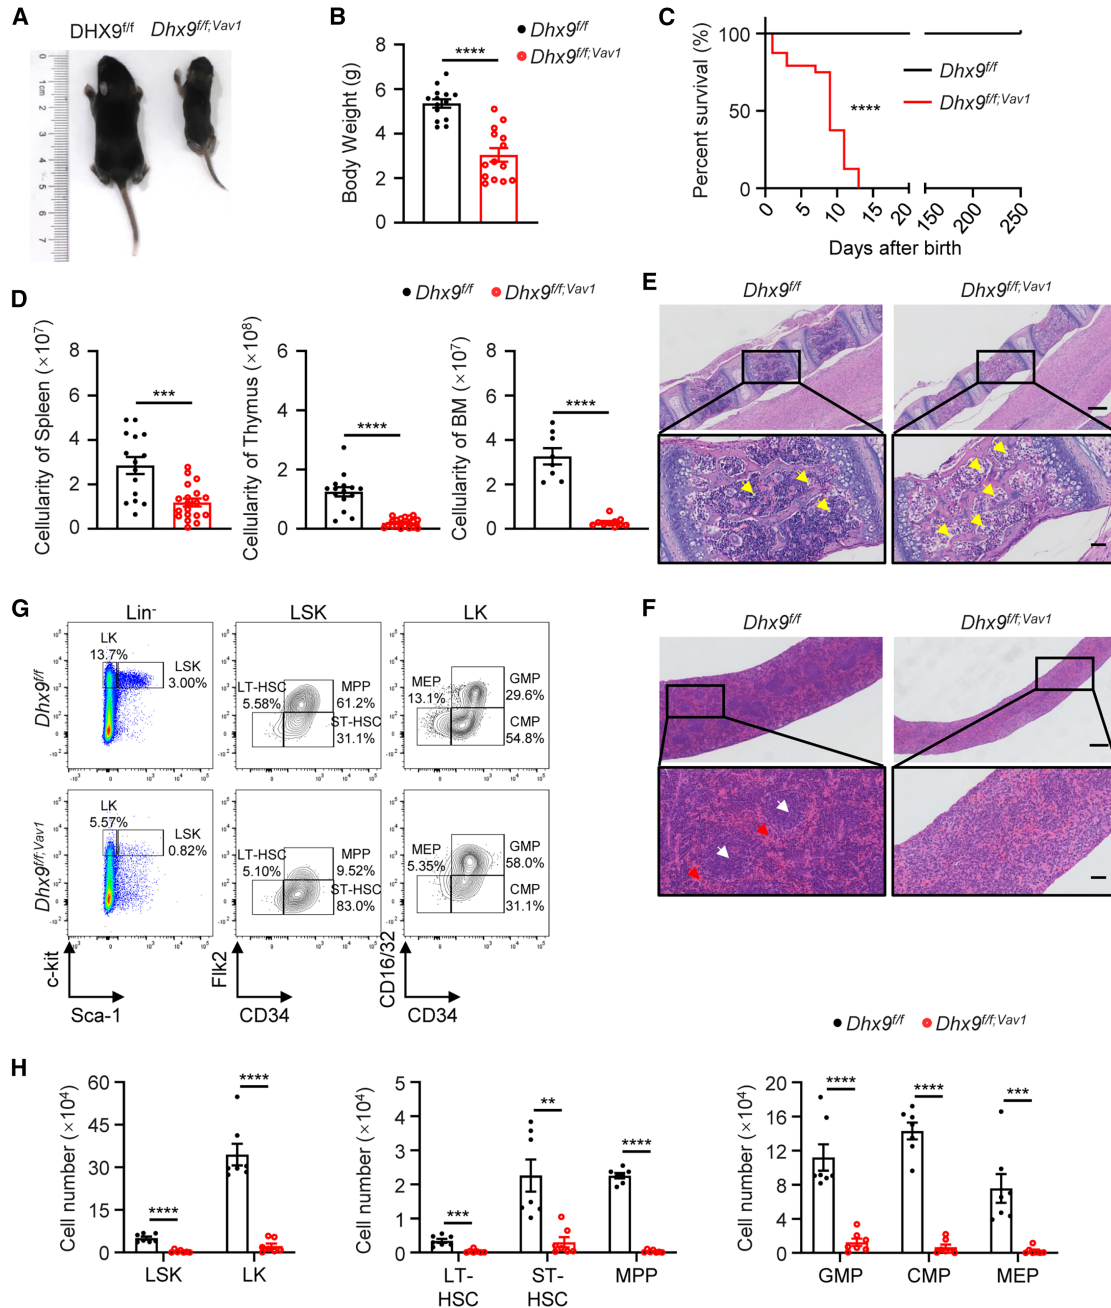

**Figure 1. *Dhx9* deletion results in the lethality and depletion of hematopoietic stem cells**

(A) A representative image of 12-day-old *Dhx9<sup>f/f</sup>* and *Dhx9<sup>f/f</sup>;Vav1* mice.

(B) Body weights of *Dhx9<sup>f/f</sup>* and *Dhx9<sup>f/f</sup>;Vav1* mice ( $n = 14$ ).

(C) Kaplan–Meier survival curves of *Dhx9<sup>f/f</sup>* and *Dhx9<sup>f/f</sup>;Vav1* mice ( $n = 28$ ).

(D) Total nucleated cell (TNC) numbers in the spleen (left), thymus (middle), and in the femurs and two tibias ( $n \geq 8$ ).

(E and F) Representative hematoxylin and eosin (HE)-stained vertebrae (E) and spleens (F) from *Dhx9<sup>f/f</sup>* and *Dhx9<sup>f/f</sup>;Vav1* mice. Scale bars, 250  $\mu$ m (top) and 50  $\mu$ m (bottom). Yellow arrows, adipocytes; red arrows, red pulp; white arrows, white pulp.

(G) Representative fluorescence-activated cell sorting (FACS) analyses of LK cells, LSK cells, HSPCs, and lineage-restricted progenitors from *Dhx9<sup>f/f</sup>* and *Dhx9<sup>f/f</sup>;Vav1* mice.

(H) Absolute numbers of different HSPC populations from *Dhx9<sup>f/f</sup>* and *Dhx9<sup>f/f</sup>;Vav1* mice ( $n = 7$ ).

(legend continued on next page)

these genes also overlapped with the binding peaks of DHX9. Our data suggest that DHX9-mediated gene transcription occurs through H3 acetylation, serving as a mechanism for controlling HSC self-renewal.

## RESULTS

### Genetic deletion of DEAH-box helicase 9 in hematopoietic cells leads to defective hematopoiesis

We first analyzed public datasets (GSE111085 and GSE16334) and found that *Dhx9* expression was markedly reduced in patients with myelodysplastic syndrome (MDS) and Fanconi anemia (FA). Consistently, clinical samples collected from patients with aplastic anemia (AA) also showed decreased DHX9 expression compared to those from healthy donors (Figures S1A–S1C), suggesting that DHX9 might be involved in the regulation of hematopoiesis. To explore the role of DHX9 in hematopoiesis, we generated mice with the specific deletion of *Dhx9* in hematopoietic cells (*Dhx9<sup>fl/fl</sup>;Vav1*) by crossing *Dhx9<sup>fl/fl</sup>* (WT) (Ren et al., 2023) mice with Vav1-Cre mice (Figure S1D). We confirmed the effective deletion of DHX9 in splenocytes, thymocytes, and bone marrow (BM) cells in *Dhx9<sup>fl/fl</sup>;Vav1* mice (Figures S1E and S1F).

The *Dhx9<sup>fl/fl</sup>;Vav1* mice were undersized, accompanied by reduced thymus size and pale organ, and had a significantly shortened lifespan of approximately 2 weeks after birth (Figures 1A–1C and S1G). Complete blood count analysis showed significantly reduced white blood cells (WBCs), red blood cells (RBCs), hematocrit, and hemoglobin with an increased mean corpuscular volume (MCV). While there is no change in the levels of platelet (PLT) (Figure S1H). Reduced cellularity was observed in the spleen, thymus, and BM of *Dhx9<sup>fl/fl</sup>;Vav1* mice (Figure 1D). Histological analysis further showed that *Dhx9<sup>fl/fl</sup>;Vav1* mice had decreased BM cells, increased adipose infiltration in vertebrae (Figure 1E), and a disorganized structure of white and red pulp in the spleen (Figure 1F), suggesting defective hematopoiesis. We then examined the number of primitive hematopoietic stem and progenitor cells (HSPCs) in the BM of *Dhx9<sup>fl/fl</sup>* mice and *Dhx9<sup>fl/fl</sup>;Vav1* mice. Loss of *Dhx9* significantly reduced the absolute number of Lin<sup>−</sup>Sca-1<sup>+</sup>c-Kit<sup>+</sup> (LSK) cells, Lin<sup>−</sup>Sca-1<sup>−</sup>c-Kit<sup>+</sup> (LK) cells, long-term repopulating HSCs (LT-HSCs: Flk2<sup>−</sup>CD34<sup>−</sup>LSK), short-term repopulating HSCs (ST-HSCs: Flk2<sup>−</sup>CD34<sup>+</sup>LSK), multipotent progenitors (MPP: Flk2<sup>+</sup>CD34<sup>+</sup>LSK), and fate-committed progenitors, including granulocyte-macrophage progenitors (GMPs: CD16/32<sup>+</sup>CD34<sup>+</sup>LK), common myeloid progenitors (CMPs:

CD16/32<sup>+</sup>CD34<sup>−</sup>LK), and megakaryocyte-erythroid progenitors (MEPs: CD16/32<sup>−</sup>CD34<sup>−</sup>LK) (Figures 1G and 1H). Together, these data suggest that DHX9 is required for multilineage development in murine hematopoiesis.

### Knockout of DEAH-box helicase 9 impairs hematopoietic stem cell survival

To determine the role of DHX9 in adult hematopoiesis, we generated *Dhx9<sup>fl/fl</sup>;MX1* (cKO) mice, in which Cre expression was induced by injecting polyinosine-polycytidylic acid [poly(I:C)], leading to the reduced expression of DHX9 in BM (Figures S2A and S2B). After poly(I:C) injection, *Dhx9<sup>fl/fl</sup>;MX1* mice ultimately resulted in lethality and recapitulated the phenotype of *Dhx9<sup>fl/fl</sup>;Vav1* mice, with reduced volume of thymus, pale kidneys and blood, and decreased BM cellularity (Figures S2C–S2E). Hematologic analysis further revealed similar alterations in both models, except that cKO mice showed a transient increase in PLT counts. A consecutive five-day assessment confirmed that PLT levels initially rose but subsequently returned to baseline, ultimately showing no significant difference from controls, consistent with the phenotype observed in *Dhx9<sup>fl/fl</sup>;Vav1* mice (Figures S2F and S2G).

Flow cytometric analysis was conducted to further assess the impact of *Dhx9* deletion on HSPC homeostasis (Figure S2H). Consistent with previous findings, a marked reduction in multiple HSPC subsets was observed following poly(I:C) administration in *Dhx9<sup>fl/fl</sup>;MX1* mice (Figure S2I). This decrease was further corroborated using an alternative gating strategy, which similarly revealed a significant decline in HSPC populations, including the HSC<sup>SLAM</sup> population (CD150<sup>+</sup>CD48<sup>−</sup>LSK) and MPP<sup>SLAM</sup> population (CD150<sup>−</sup>CD48<sup>−</sup>LSK) (Figure S2J), indicating that *Dhx9* deletion leads to HSC exhaustion. Interestingly, the proportion of CD41<sup>+</sup>CD150<sup>+</sup> cells within the LK population remained comparable (Figure S2K).

To characterize the role of DHX9 in HSPCs, we sorted Lin<sup>−</sup>c-Kit<sup>+</sup> cells and performed a colony-forming unit (CFU) assay *in vitro*. *Dhx9*-deficient cells showed decreased number and size of multipotential colony-forming units (CFU-GEMM), granulocyte-macrophage colony-forming units (CFU-GM), and erythroid burst-forming units (BFU-E) (Figures 2A and 2B). We next assessed DNA damage, apoptosis, and cell cycle in WT and *Dhx9*-deficient HSPCs.  $\gamma$ H2A.X levels, a marker of DNA damage, were strongly increased in cKO HSPCs (Figures 2C and 2D). In addition, a significant increase in the frequency of apoptotic cells in the total BM, suggested that *Dhx9* deletion resulted in elevated apoptosis in HSPCs

All mice used in the experiments were 7–14 days old. The data are presented as the mean  $\pm$  SEM. \*\* $p$  < 0.01; \*\*\* $p$  < 0.001; \*\*\*\* $p$  < 0.0001; statistical significance was determined using the log rank test for (C) and unpaired two-tailed Student's  $t$  test for (B), (D) and (H). See also Figure S1.

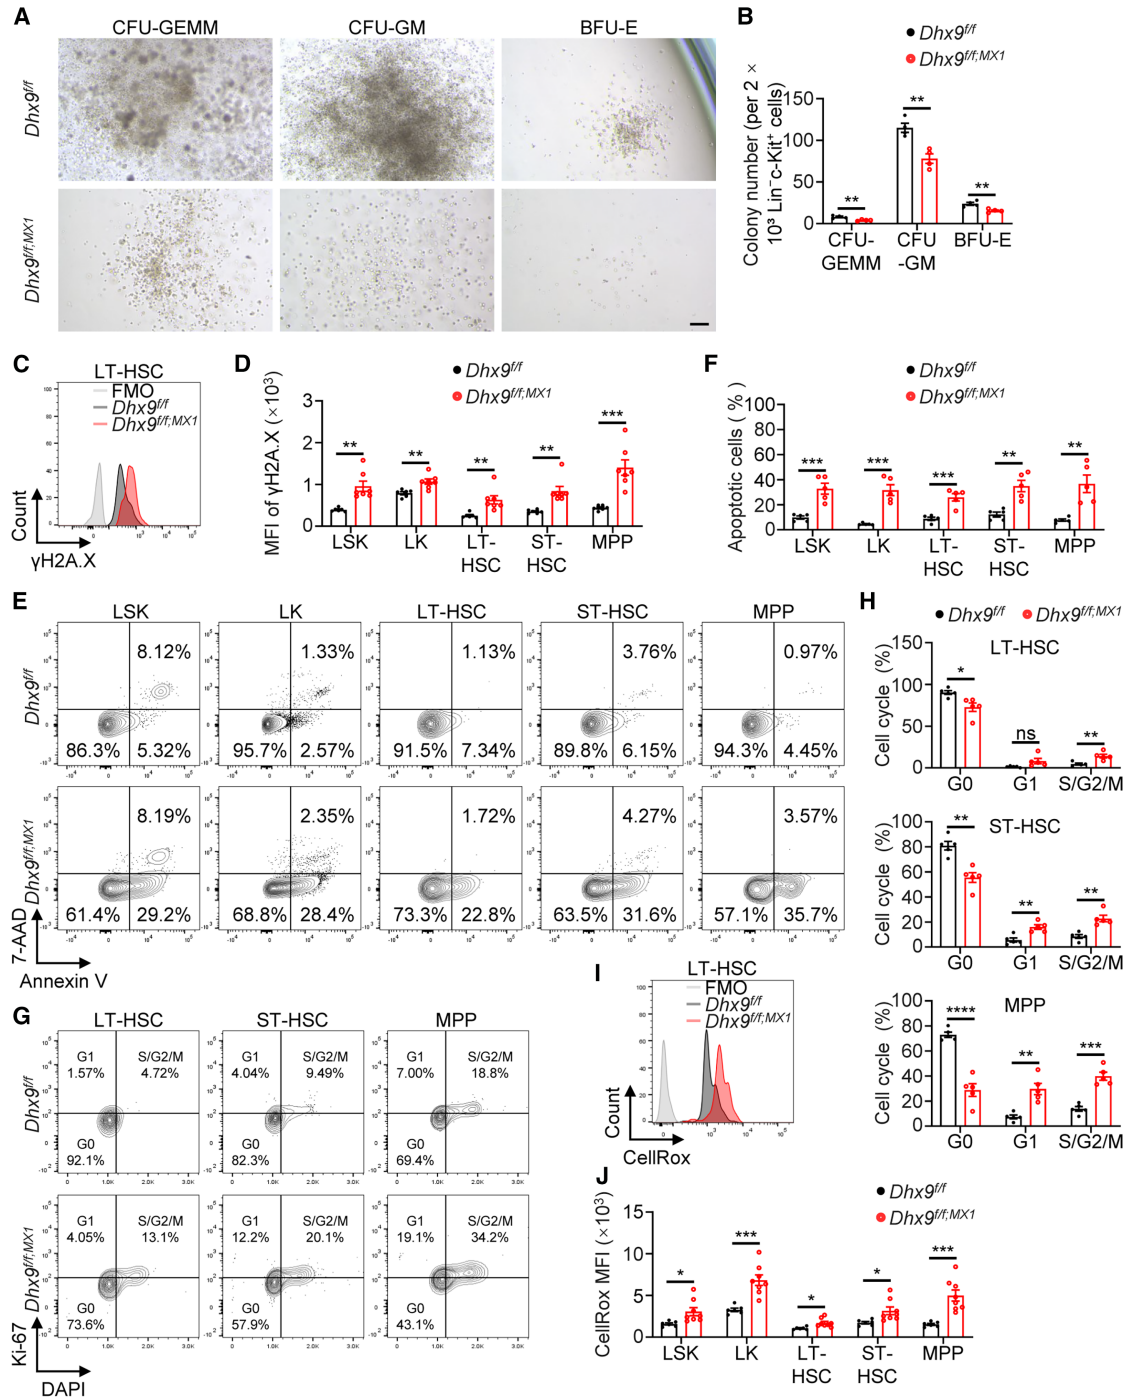

**Figure 2. *Dhx9*-deficient HSCs have increased cycling and apoptosis**

(A) Representative images of CFU assays of Lin<sup>+</sup>c-Kit<sup>+</sup> cells from WT and cKO mice. Scale bars, 100  $\mu$ m.

(B) Hematopoietic colonies were enumerated from methylcellulose cultures plated with  $2 \times 10^3$  Lin<sup>+</sup>c-Kit<sup>+</sup> cells ( $n = 4$ ).

(C and D) Representative FACS analyses (C) and quantitation of  $\gamma H2A.X$  mean fluorescence intensity (MFI) (D) in WT ( $n = 6$ ) and cKO ( $n = 7$ ) hematopoietic cells.

(E–H) Representative FACS plots show apoptosis (E) and cell cycle (G) in HSPCs. The percentages of apoptotic HSPCs (annexin V<sup>+</sup>) (F) and HSPCs in the G0, G1, and S/G2/M phases (H) were quantified ( $n = 5$ ).

(I and J) ROS levels in WT ( $n = 6$ ) and cKO ( $n = 8$ ) HSPCs were determined via CellRox Green.

(legend continued on next page)

How the deposited data were processed for this re-analysis (not part of the article)

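Lin− bone marrow cells of 5 Dhx9f/f mice (WT) and 5 Dhx9f/f;MX1 mice (cKO) were measured by RNA-seq, with one library per mouse. The authors removed adapters, primers and reads of quality under 20, aligned the reads to GRCm39 with HISAT2 and deposited FPKM per gene and library, rounded to 2 decimals. The paper's text does not name the counting tool, the annotation or the gene lengths behind the FPKM. All 10 columns were mapped by name to a genotype and replicate number. Because the targeted gene Dhx9 goes against the labels, groups are called by their labels throughout.

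FPKM are not counts, so the DESeq2 test the authors used was not run. Of the 55359 genes, 28093 were above 0 in some library, and 27828 of these have their identifier in the annotation used here, whose build is GRCm39. The lengths of genes with several transcripts differ between annotations, so the depth of each library was found from genes with a single transcript. Values of up to 20 fragments were taken as whole within 0.2 of a whole number. Fragment numbers given for named genes come from their annotated lengths and are approximate where a gene has several transcripts. A gene of 1000 bp at 3 fragments, taken as the floor, was at 0.160 to 0.217 FPKM, depending on the library. No pair of libraries was alike within the sampling noise, with a chi-square per degree of freedom of at least 5.03 within groups.

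The test was limma 3.58.1 (lmFit and eBayes with a trend) in R 4.3.3 on log2(FPKM + 0.1), two-sided, with Benjamini-Hochberg adjustment over the 18742 genes with a mean of at least 0.1 FPKM. Genes were called at an adjusted p under 0.05 and a fold change of at least 2. Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over 21 lists, and overlaps of 5 lists with the genes called higher by one-sided Fisher's exact test. The lists, from general knowledge, were mitochondrial outer membrane, apoptosis, S phase, G2/M phase, LT-HSC, HSC quiescence, immediate-early response, interferon response, p53 targets, 7 blood lineage lists, stromal and endothelial cells, nuclear-encoded oxidative phosphorylation, mitochondrial and cytosolic ribosome and the mitochondrial genome. From the study were taken 39 genes of the heatmap and 9 genes of the text, and 1 further gene is not reported here. Named genes were Dhx9, the genes the study names, the 5 largest rises and 5 largest falls among called genes with a mean of at least 1 FPKM whose groups did not overlap, sex-linked genes and up to 3 genes of a list by rank of level or change. Motif searches used the annotated gene starts.

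Apart from those named below as chosen later, the samples, the tests, the lists, the rule for named genes and the alternatives were chosen before the data were examined. The alternatives were a pseudocount of 0.01 or 1, no filter or a mean of at least 1 FPKM, median-ratio scaling, an equal sum per library, quantile normalization, no trend, the replicate number as a block, adjusted p alone, each library left out, and for promoters 500 bp upstream or a logistic model. Chosen after seeing the data were a covariate for Xist above 1 FPKM and 2 further lists, targets of the amino acid response and of erythropoietin and STAT5 signalling, adjusted over these 2 lists. So were the tests of exchanged libraries and labels, of depth and of even dilution. Those of related genes, of fewer myeloid cells and of a handling response were also chosen then. Splits of the libraries into 5 and 5 other than by label were compared by drawing 100 of 126 with the real one included.

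The steps were tested on simulated data. Of 200 genes changed by 2 on the log2 scale, 174 (87%) were called with 0 of the wrong sign and 9 false calls among 17952 genes tested, and the motif test gave an odds ratio of 2.15 for a true 2.25 over 18624 genes. Promoter and permutation tests used Python 3.11.15 with scipy 1.17.1 and statsmodels 0.14.6.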

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

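The lists for the amino acid response and for erythropoietin and STAT5 signalling and the test of even dilution by erythroid cells were chosen only after the result was seen. All directions rest on labels that Dhx9 goes against.

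Of 200 groups of 5 libraries, each a named gene or a list within one label, 18 had a library far from the other 4 by Dixon's test, where chance gives 10.0. The library labelled cKO 1 was the distant one in 10 of the 18. Genes that share a list or a regulator move together, so these are not 18 separate events.

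The library labelled cKO 1 was low in some of the genes and lists that were raised in the other libraries with its label, though not in the erythroid list. Trib3 was at 3.6 FPKM in it against 39.11 to 52.48 in the other 4, C2cd4a at 3.26 against 29.77 to 35.95, Phlda3 at 3.34 against 14.71 to 19.7 and Cdkn1a at 5.57 against 26.71 to 42.6. The mean log2 of the p53 target list was 2.43 in it, 2.99 to 3.07 in the other 4 and 1.70 to 1.89 in WT. That of the amino acid response list was 3.30, against 4.28 to 4.65 in the other 4 and 3.19 to 3.35 in WT, so on this list library cKO 1 lay within the WT range. That of the mitochondrial outer membrane list was 3.85 against 3.93 to 3.96. Hmgb2 (294.46 FPKM against 188.56 to 204.18), Hoxa7 (2.81 against 1.09 to 1.28) and Eif2s3y (38.74 against 23.78 to 27.15) were higher in it than in the others. Yet Dhx9 (130.82 FPKM), Irf8 (0.38 FPKM) and the monocyte and dendritic cell list (a mean log2 of 0.70 against 3.81 to 4.30 in WT) in library cKO 1 lay with the other libraries of its label. So did Hbb-bs (1130.31 FPKM), and the erythroid list was highest in it, at a mean log2 of 7.25 against 6.76 to 7.22 in the other 4 and 5.43 to 6.39 in WT. The neutrophil list did not, with a mean log2 of 4.65 in library cKO 1, above the 3.80 to 4.36 in WT, and of 0.46 to 3.72 in the other 4. Without library cKO 1, the median log2 fold change of the p53 list was 0.93, that of the amino acid response list 1.10, that of the erythropoietin and STAT5 list 1.05 and that of the interferon list -1.11. Its depth, 13841067 fragments, was the lowest of the 10. No explanation for this library, technical or biological, was tested.

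The other 8 distant libraries were spread over 6 libraries. Etv6 was at 29.1 FPKM in library WT 3 against 36 to 38.04 in the other WT libraries, and in library WT 1 Esam was at 1.55 against 5.5 to 7.82 and Clec1b at 4.59 against 11.51 to 15.7. Of the libraries labelled cKO, Irf1 was at 0.64 FPKM in number 4 against 2.53 to 3.85, Ighj2 at 1.25 in number 3 and listed at 0 in the others, and in number 5 Hbb-bs was at 563.3 against 1066.1 to 1234.26 and Gp6 at 0.86 against 0.32 to 0.42. The mitochondrial genome list had a mean log2 of 7.40 in number 2 against 7.21 to 7.26. No biological explanation was tested for these.

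Among genes the paper does not discuss, the largest rises were those of Podxl (6.69), Trib3 (6.43), Plek2 (6.31), C2cd4a (6.26) and Tph1 (5.90 as fitted, which depends on the pseudocount, since Tph1 is listed at 0 in WT). Trib3, Cth (5.60), Slc7a3 (4.53) and Ddit3 (1.17), of which the last 3 were chosen after their values were seen, are targets of the response to amino acid shortage. A candidate explanation is that response. Whether amino acid shortage or another trigger of the same targets raised them cannot be told from their levels, and no trigger was tested. Its other listed targets, 24 genes whose values had not been looked at, had a median of 0.90 with 10 called higher and 2 lower (adjusted p = 4.60e-07, camera, over 2 lists, and 0.122 with an estimated correlation). Of the 100 splits drawn, 1, the real one, gave a median as far from 0. The next, at 0.89, was almost as far, so the real split is little separated from the nearest other one, while the median of the other splits was 0.33. Erfe (5.28), Podxl, Cish (3.71) and Trgc1 (5.88), also chosen after, pointed to erythropoietin and STAT5 signalling. Its 13 other listed targets had a median of 0.70 with 6 called higher and 1 lower (adjusted p = 0.00374, camera, over 2 lists; 0.122 with an estimated correlation), but 5 of the 100 splits gave a median as far from 0, so a grouping by chance is not excluded. Both remain hypotheses, as the mix of cells in the libraries is open.

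The p53 target list had a median of 0.84, with 15 of 33 genes called higher and 1 lower (adjusted p = 7.71e-09, camera), and 1 of the 100 splits, the real one, was as large, with 0.76 in the next. The smallest median under the 3 other scalings was 0.81, which argues against the authors' scaling as the cause. With Xist presence as a covariate it was 0.80, which argues against the sex of the mice. Since no library labelled cKO had Xist, that fold change is against the libraries WT 1 and WT 2 alone. A p53 response in the libraries labelled cKO is a candidate explanation, and a change in the mix of cells was not tested for this list.

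The erythroid list rose by 1.01, with 1 of the 100 splits, the real one, as large and 0.83 in the next. If erythroid cells had only diluted the rest evenly, the lists of other lineages would fall alike. Among 73 genes of at least 5 FPKM in WT, far from the floor, the medians of 4 lists (monocyte and dendritic cell, neutrophil, megakaryocyte and mast cell) spanned 1.94 on the log2 scale, from -4.04 for the first to -2.10 for megakaryocyte (permutation of list membership over 10000 resamples, p = 1.00e-04), and 1.42 with a pseudocount of 1 (p = 5.00e-04). Genes of one list move together, so these p are too small, yet the gap argues against even dilution alone. The B-lymphoid and T and NK lists had too few genes at that level. A larger share of erythroid cells beside uneven losses of other cells stays open, and a higher expression per cell is not told apart from it by these values.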

How the results depend on the processing

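The covariate for Xist and the alternatives for the amino acid response and the erythropoietin and STAT5 lists were chosen only after the result was seen.

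The 9 genes taken from the text were called lower in all settings of the gene-wise test, and of the 37 heatmap genes tested 28 to 37 were. The medians of the p53, erythroid, megakaryocyte, monocyte and dendritic cell, LT-HSC and quiescence lists kept their direction in all settings, and their side of the threshold in all but the estimated correlation. Apart from libraries left out, their medians were 0.66 to 0.95 for p53, 0.92 to 1.08 for erythroid, -2.20 to -1.84 for megakaryocyte, -3.94 to -2.79 for monocyte and dendritic cell, -1.62 to -0.66 for LT-HSC and -0.93 to -0.47 for quiescence. The smallest LT-HSC and monocyte and dendritic cell medians came with a pseudocount of 1, which shrinks the falls of low genes. The T and NK median was -0.27, the B-lymphoid -0.51 and the stromal and endothelial -0.45 with it. With a pseudocount of 0.01 these medians were -1.61, -2.47 and -1.97. The PU.1 motif passed in all settings (odds ratios of 1.38 to 1.55).

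With an estimated correlation, which leaves the medians as they are, no list passed that had passed with the preset one, that is mitochondrial outer membrane (0.19), S phase (0.17), LT-HSC (-1.34), HSC quiescence (-0.82), p53 (0.84), erythroid (1.01), megakaryocyte (-2.10), neutrophil (-1.999), monocyte and dendritic cell (-3.46), B-lymphoid (-1.85), T and NK (-1.31), mast cell (-2.02), stromal and endothelial (-1.37), amino acid response (0.90), erythropoietin and STAT5 (0.70), oxidative phosphorylation (0.26), mitochondrial ribosome (0.28) and cytosolic ribosome (0.15). With fry, S phase (0.17) and neutrophil (-1.999) no longer passed and apoptosis (0.0371) did. The cause was not tested.

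The counts of 862 higher and 3153 lower moved with the fold change limit (3138 and 5300 on adjusted p alone), a pseudocount of 1 (356 and 1486) and a mean of at least 1 FPKM (462 and 1827, with fewer genes tested). Quantile normalization gave 1581 higher and 2245 lower. Dhx9 stayed higher with a small p in all settings, but its fold change fell under 2 with a pseudocount of 1 (0.99), an equal sum per library (0.96), quantile normalization (0.89) and the Xist covariate (0.98). On adjusted p alone the overlaps with genes called higher turned to above 1 for outer membrane (4.10), S phase (1.93) and oxidative phosphorylation (4.53). In the same setting that of G2/M stayed below 1 (0.62). That of apoptosis was 2.42, against 5.37 with the fold change limit. With a pseudocount of 1 the apoptosis overlap was 11.9, and it passed in each of these settings. That of the outer membrane, on few genes, was also above 1 with no filter (1.10), median-ratio scaling (1.34) and the Xist covariate (2.03). The B-lymphoid list did not pass with a mean of at least 1 FPKM (-1.87, fewer genes tested), nor the neutrophil list with the Xist covariate (-1.57). The apoptosis median was -0.00373 with an equal sum per library, and Mcm6 was at -0.0138. With quantile normalization, S phase (0.11) and cytosolic ribosome (0.0861) no longer passed, G2/M (-0.19) did, and the mitochondrial genome (-0.0810), Mcm6 (-0.0553) and Tubb4b (-0.0120) changed sign. The ERG motif passed with a mean of at least 1 FPKM (1.54) and RUNX in the logistic model (1.18). Where no construction is named, the cause was not tested. Among single named genes, 13 calls were lost and 2 gained under the settings other than a library left out.

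Across the 10 fits that each left out one library, 764 to 950 genes were called higher and 2880 to 3248 lower, and Dhx9 was at 0.96 to 1.02, under a fold change of 2 in 5 fits. The outer membrane overlap was 0.781 to 1.57, above 1 in 8 fits. The apoptosis median was -0.014 to 0.0795, below 0 without library WT 5. The small median of the mitochondrial genome list fell furthest without WT 3 (0.0303), over a range of 0.0303 to 0.0973, and the overlap of oxidative phosphorylation was 0.402 without cKO 1. S phase was 0.10 to 0.21 and G2/M -0.20 to -0.12. Without the library labelled cKO 1, S phase no longer passed (0.10), G2/M did (-0.20), the interferon list did (-1.11, over a range of -1.11 to -0.41) and Mcm6 was at -0.0315, over a range of -0.0315 to 0.0864. The interferon list also passed without cKO 3 (-0.96). The neutrophil list (-2.36 to -1.48) did not pass without cKO 2 (-1.48) or cKO 4 (-1.50).

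The replicate numbers do not pair the libraries. The deviations of same-numbered libraries correlated across genes by -0.0103 to 0.117, and those of other pairs by -0.0974 to 0.0667. With the replicate block, 857 genes were called higher and 3107 lower, of which 805 and 3052 were the same genes.

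Depth limits the low genes. At 3 fragments a gene of 1000 bp is at 0.160 to 0.217 FPKM, and longer genes are at less. By their annotated lengths, Etv1, Klf12 and Gata3 had at most 16.3, 23.3 and 30.8 fragments in any WT library and 4.45, 3.72 and 15.9 in any labelled cKO. Of the heatmap genes called lower, Hoxa6 (22.1 and 5.01) and Smad6 (25.4 and 4.52) rest on as few.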

Differences from the paper's values

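The setting with Xist presence as a covariate was chosen only after the result was seen.

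The paper reports 1321 upregulated genes, and 862 were called higher here. Of the alternatives set before the data were examined, median-ratio scaling (952), quantile normalization (1581), and leaving out the library labelled cKO 1 (950) or cKO 5 (937) came within 1.5 times the paper's 1321. The others did not. These were a pseudocount of 1 (356) or 0.01 (880), no filter (843), a mean of at least 1 FPKM (462), an equal sum per library (850), no trend (841), the replicate block (857), adjusted p alone (3138) and the other 8 libraries left out in turn (764 to 878). With Xist presence as a covariate, chosen after seeing the values, 638 genes were called. The paper's 3235 downregulated genes compare with 3153 here.

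The paper describes the cKO mice as lacking Dhx9. After deletion, it reports reduced DHX9 in bone marrow cells by qRT-PCR (Fig. S2A) and by western blot (Fig. S2B). Those are other cells and other measures than the FPKM of Lin− cells, which are summed over the whole gene and do not show which exons the fragments came from. In the deposited FPKM Dhx9 was higher in the libraries labelled cKO, by 1.00 on the log2(FPKM + 0.1) scale, under all settings that were run (0.89 to 1.07, and 0.96 to 1.02 with a library left out).

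The paper gives Gata3, Etv1 and Klf12 among the lowered genes of the heatmap. Gata3 fell by 0.89 and was not called, but was with a pseudocount of 0.01 (-1.28), an equal sum per library (-1.19) and without library WT 2 (-1.03). Etv1 and Klf12 were below the limit on the mean, and with no filter changed by -0.54 (adjusted p = 0.00402, limma) and -0.71 (adjusted p = 0.00574, limma), under the fold change limit. The pseudocount of 0.1 is above their WT means (0.06 and 0.076 FPKM), which shrinks these changes. Their means in the libraries labelled cKO were 0.01 and 0.006 FPKM, and the groups did not overlap, though on few fragments.

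The paper reports enrichment of mitochondrion and cell cycle terms among the upregulated genes. Here the genes called higher overlapped with outer membrane genes with an odds ratio of 0.715, oxidative phosphorylation 0.220, S phase 0 (0 of 43 genes, 16 with a positive and 7 with a negative change at an unadjusted p under 0.05) and G2/M 0.391, and none passed. With genes called on adjusted p alone, outer membrane (4.10) and oxidative phosphorylation (4.53) passed, and S phase (1.93) did not.

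The paper reports enrichment of the RUNX and ERG motifs. Neither passed here (odds ratios of 1.14 and 1.201). ERG passed with a mean of at least 1 FPKM (1.54) and RUNX in the logistic model (1.18).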

Other observations

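The tests of exchanged libraries and labels, of depth, of even dilution, of related genes, of fewer myeloid cells and of a handling response were chosen only after the result was seen.

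Dhx9 was higher in the libraries labelled cKO. If single libraries had been exchanged, some of those labelled cKO would lie among the WT libraries, but all 5 lay above every WT library. Under the 3 other scalings the smallest log2 fold change of Dhx9 was 0.89, which argues against the authors' scaling. By Dhx9 alone, an exchange of the labels of the groups as a whole cannot be told apart from a true rise. In the paper's flow cytometry and single-cell data, cKO mice had fewer HSCs. The LT-HSC list was lower in the libraries labelled cKO, with a mean log2 of -0.16 to 0.53 against 1.26 to 1.58 in WT, which goes with the labels. The erythroid list was higher in them (1.01), while the paper proposes an impaired erythroid potential from other cells, so the lists do not settle it. The 9 genes taken here from the paper's qRT-PCR were called lower in the libraries labelled cKO, but whether the qRT-PCR used other samples is not stated in the paper's text. Reads shared with related genes would need one of these to rise by as much as Dhx9, by 70.2 FPKM. Of the 16 other Dhx genes tested, Dhx15 rose the most, by 14.5 FPKM, which argues against these genes as the source. Pseudogenes under other names were not examined. Whether the fragments come from the deleted exons was not analysed here.

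More genes were called lower than higher, and 1 of 100 splits, the real one, called as many in total, with 3 in the next. The authors' scaling may account for part of the excess. The ratio of lower to higher genes, 3.66 as deposited, was 1.42 with quantile normalization and 3.14 with median-ratio scaling. It was 3.95 with an equal sum per library, so a part due to scaling rests mainly on quantile normalization. The values argue against a difference in depth (a ratio of medians of 0.960), against a few abundant genes (a difference of 1.57 percentage points in the 10 most abundant) and against GC content or gene length (a ratio of 3.56 once their trend was removed). With Xist presence as a covariate, 78.95% of the genes were still called the same way, which argues against the sex of the mice as the whole cause. The fold changes of that fit are against the libraries WT 1 and WT 2 alone, the WT libraries without Xist. Even dilution by erythroid cells is argued against by the 1.94 between lineage lists.

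The 9 genes taken from the text fell while the monocyte and dendritic cell list fell by 3.46. None of the 9 fell by more than that, but of the heatmap genes that are not on the list 3 did, Flt3 (-3.97), Irf5 (-3.76) and Sox4 (-3.50). The study chose these genes for their fall and a median is no bound for single genes, so fewer myeloid cells and lower expression per cell cannot be told apart. A handling response during cell isolation would move immediate-early genes one way. The list had a median of -0.48 (adjusted p = 0.913, camera) with 8 genes called lower, but 2, Jun and Egr1, were called higher. For the 39 heatmap genes and for the 9 genes, 1 of the 100 splits, the real one, gave as many called one way, which decides nothing, since the study chose these genes on the same libraries.

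The sex-linked transcripts differ between and within the groups. Xist was above 1 FPKM in 3 WT libraries, 99.19 to 127.76 FPKM, and in 0 of those labelled cKO. Within WT, the 3 libraries with Xist and the 2 without it differed in 11 of 18013 autosomal genes called, with 619 at an unadjusted p under 0.05, and in 9 genes of the sex chromosomes. The paper states that mouse sex was randomized, and the sex of these mice was not stated in the paper's text.

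Lists with no claim of their own were the interferon response, with a median of -0.62 (adjusted p = 0.202, camera) and 18 of 100 splits as far from 0 (whether WT mice were given poly(I:C), which triggers interferon, is not stated in the paper's text), the stromal and endothelial list (-1.37 (adjusted p = 0.00115, camera); 1 of 100), the cytosolic ribosome (0.15 (adjusted p = 4.82e-07, camera); 1 of 100) and the mitochondrial genome (0.08 (adjusted p = 0.562, camera); 16 of 100). Of the other lists, 1 of the 100 splits was as far from 0 for the LT-HSC, quiescence, immediate-early, monocyte and dendritic cell, megakaryocyte, mast cell, B-lymphoid, T and NK, mitochondrial outer membrane, oxidative phosphorylation and mitochondrial ribosome lists, 2 for neutrophil, 5 for S phase, 5 for G2/M and 30 for apoptosis. For the last 3, a grouping by chance is not excluded. The next largest split came close for some, with 0.23 for oxidative phosphorylation, 0.26 for the mitochondrial ribosome, 0.146 for the cytosolic ribosome and 1.94 for megakaryocyte.

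In the Discussion, from flow cytometry and single-cell data of other cells, the paper proposes that DHX9 loss impairs the erythroid differentiation potential of MEPs and largely preserves the megakaryocytic. Its flow cytometry measured the share of megakaryocyte progenitors among LK cells, later after poly(I:C) than the general 7 days. In the Lin− libraries labelled cKO, the megakaryocyte list fell and the erythroid list rose. As the cells and the measure differ, and the day by the general methods, these values do not test the proposal. The 3 most changed megakaryocyte genes fell from 7.16 ± 2.98 to 0.464 ± 0.225 FPKM for Gp6, from 31.8 ± 14.8 to 3.46 ± 2.05 FPKM for Treml1 and from 11.5 ± 4.16 to 1.26 ± 0.455 FPKM for Clec1b (SD, n = 5 each).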
